# Homeostatic plasticity fails at the intersection of autism-gene mutations and a novel class of common genetic modifiers

**DOI:** 10.7554/eLife.55775

**Published:** 2020-07-01

**Authors:** Özgür Genç, Joon-Yong An, Richard D Fetter, Yelena Kulik, Giulia Zunino, Stephan J Sanders, Graeme W Davis

**Keywords:** autism, CHD8, homeostatic plasticity, neurotransmission, presynaptic, CREG, *D. melanogaster*

## Abstract

We identify a set of common phenotypic modifiers that interact with five independent autism gene orthologs (*RIMS1*, *CHD8*, *CHD2*, *WDFY3*, *ASH1L*) causing a common failure of presynaptic homeostatic plasticity (PHP) in *Drosophila*. Heterozygous null mutations in each autism gene are demonstrated to have normal baseline neurotransmission and PHP. However, PHP is sensitized and rendered prone to failure. A subsequent electrophysiology-based genetic screen identifies the first known heterozygous mutations that commonly genetically interact with multiple ASD gene orthologs, causing PHP to fail. Two phenotypic modifiers identified in the screen, *PDPK1* and *PPP2R5D,* are characterized. Finally, transcriptomic, ultrastructural and electrophysiological analyses define one mechanism by which PHP fails; an unexpected, maladaptive up-regulation of *CREG*, a conserved, neuronally expressed, stress response gene and a novel repressor of PHP. Thus, we define a novel genetic landscape by which diverse, unrelated autism risk genes may converge to commonly affect the robustness of synaptic transmission.

## Introduction

Autism Spectrum Disorder (ASD) is a polygenic disorder with a complex underlying genetic etiology (Bourgeron, 2015). Advances in whole genome sequencing and genome-wide association studies have dramatically expanded our understanding of the genetic architecture of ASD. In particular, the identification of rare de novo mutations that confer high risk for ASD has generated new molecular insight (De Rubeis et al., 2014; Iossifov et al., 2014; Sanders et al., 2015). Yet, even in cases where a rare de novo mutation confers risk for ASD, additional processes are likely to contribute to the ASD phenotype (Leppa et al., 2016; Peter et al., 2019) including the engagement of adaptive physiological mechanisms (Gaugler et al., 2014; Gibson, 2009; Hartman et al., 2001; Hou et al., 2019; Kitano, 2007; Plomp et al., 1992; Sackton and Hartl, 2016; Sardi and Gasch, 2018; Bourgeron, 2015).

Homeostatic plasticity, in particular, has garnered considerable attention as an adaptive physiological process that might be relevant to the phenotypic penetrance of ASD mutations (Antoine et al., 2019; Bourgeron, 2015; Mullins et al., 2016; Nelson and Valakh, 2015; Ramocki and Zoghbi, 2008). Yet, very little is known at a mechanistic level regarding the interface of homeostatic plasticity and ASD genetics. There remains ongoing debate regarding whether homeostatic plasticity is normally induced or whether it is impaired in the context of rare de novo mutations that confer risk for ASD (Antoine et al., 2019; Bourgeron, 2015; Ramocki and Zoghbi, 2008). And, there is no mechanistic information regarding how rare de novo mutations that confer risk for ASD might be connected to the signaling mechanisms that are essential for the induction and expression of homeostatic plasticity.

It is well established that homeostatic signaling systems function throughout the central and peripheral nervous systems to stabilize neural function following a perturbation that can be of genetic, immunological, pharmacological or environmental origin (Davis, 2006; Marder, 2011; Turrigiano, 2011). Evidence for this has accumulated by measuring how nerve and muscle respond to the persistent disruption of synaptic transmission, ion channel function or neuronal firing. In systems ranging from *Drosophila* to human, cells have been shown to restore baseline function in the continued presence of these perturbations by rebalancing ion channel expression, modifying neurotransmitter receptor trafficking and modulating neurotransmitter release (Davis, 2013; Hengen et al., 2013; Maffei and Fontanini, 2009; Watt and Desai, 2010). There is evidence that homeostatic signaling systems function at the level of individual cells and synapses (Davis, 2013). There is also evidence that homeostatic signaling systems influence the function of neural circuitry (Deeg and Aizenman, 2011; Hengen et al., 2013; Maffei and Fontanini, 2009; Nelson and Valakh, 2015).

We set out to determine whether there exists a molecular interface between mutations in ASD gene orthologs in *Drosophila* and the induction or expression of presynaptic homeostatic plasticity. Presynaptic homeostatic plasticity (PHP) is an evolutionarily conserved form of homeostatic plasticity, observed in *Drosophila*, mice and humans (Davis, 2013). PHP has been documented at both central and peripheral synapses in response to differences in target innervation (Liu and Tsien, 1995) altered postsynaptic excitability (Davis, 2006; Marder and Goaillard, 2006; Mullins et al., 2016), following chronic inhibition of neural activity (Kim and Ryan, 2010; Zhao et al., 2011) and following disruption of postsynaptic neurotransmitter receptor function (Henry et al., 2012; Jakawich et al., 2010). The mechanisms of PHP have a remarkable ability to modulate and stabilize synaptic transmission, with an effect size that can exceed 200% (Müller and Davis, 2012; Ortega et al., 2018).

Many of the rare de novo mutations that confer high risk for ASD are considered to be heterozygous loss of function (LOF) mutations (Bourgeron, 2015; De Rubeis et al., 2014; Iossifov et al., 2014; Sanders et al., 2015). Therefore, we examine the phenotype of heterozygous LOF mutations in five different ASD gene orthologs. We make several fundamental advances. First, we demonstrate that these individual heterozygous LOF mutations have no overt effect on baseline transmission or PHP. However, we demonstrate that PHP is sensitized to failure. Next, we sought to define the molecular mechanisms that connect ASD gene orthologs to the mechanisms of PHP. A genome-scale screen and subsequent systems-genetic analyses yielded unexpected insight. We do not simply identify genes that, when mutated, enhance the phenotype of individual ASD gene mutations. We discovered genes that, when their function is diminished by heterozygous LOF mutations, *commonly modify* multiple ASD gene orthologs, causing a selective failure of homeostatic plasticity. Thus, we define the first class of common phenotypic modifiers of ASD genes in any system. Finally, we do not stop with the identification of a novel class of ASD gene modifiers. We proceed to characterize *how* homeostatic plasticity fails in one such condition. The mechanism we discovered is also unexpected and illuminates the complexity by which double heterozygous gene-gene interactions can generate a cellular or organismal phenotype. We demonstrate maladaptive, enhanced expression of a gene known as *Cellular Repressor of E1A Stimulated Genes (CREG)*, a gene that is conserved from *Drosophila* to human and expressed in the brain (Yang et al., 2011).

Taken together, we define a novel, unexpected genetic architecture that connects heterozygous LOF mutations in ASD-associated gene orthologs with the mechanisms of homeostatic plasticity. In particular, the observation that PHP is commonly sensitized by multiple, different ASD genes, and the fact that we identify and characterize common phenotypic modifiers of five different ASD genes, defines a novel means by which a diversity of ASD-associated risk genes may converge to affect synaptic transmission. We propose that this information may be relevant to new therapeutic approaches that might someday modify ASD phenotypic severity, regardless of the underlying genetic mutation(s) that confer risk for ASD.

## Results

We began an investigation of ASD gene orthologs in *Drosophila* by acquiring heterozygous null mutations in five genes; *RIMS1*, *CHD8*, *CHD2*, *WDFY3* and *ASH1L* (Figure 1A; Note: throughout we use the human nomenclature). Heterozygous null mutations were analyzed, as opposed to use of RNAi-mediated gene knockdown, in order to more precisely reflect the proposed genetic perturbations in human.

**Figure 1.**
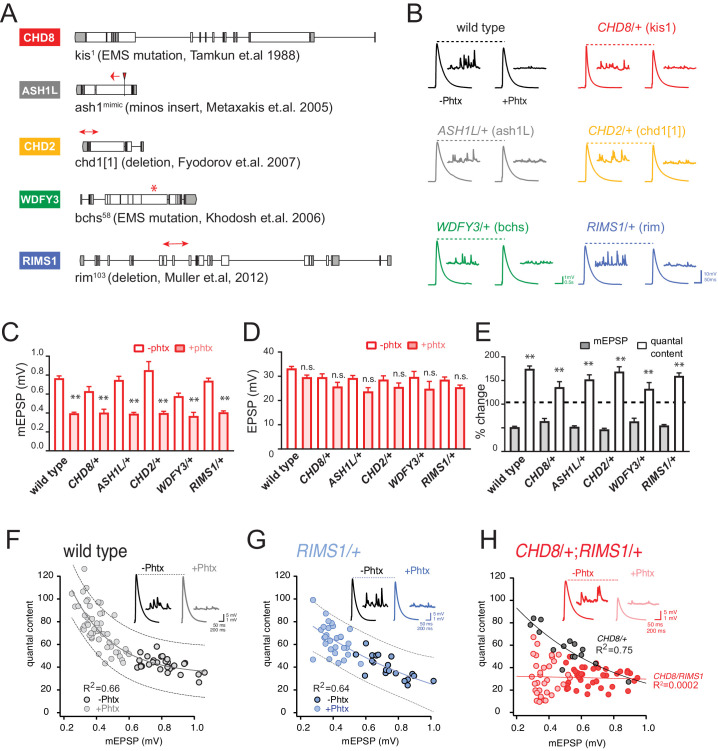
Heterozygous ASD gene mutations do not affect baseline transmission or PHP. (**A**) Schematic of the *Drosophila* locus for *CHD8*, *ASH1L, CHD2*, *WDFY3* and *RIMS1* with gene disruptions indicated. (**B**) Representative EPSP and mEPSP traces for indicated genotypes (+ / - PhTx for each genotype, left traces and right traces respectively) (**C–D**) Quantification of mEPSP amplitude (**C**) and EPSP amplitude (**D**) in the absence and presence of PhTx (open and filled bars respectively). (**E**) The percent change of mEPSP and quantal content as indicated, comparing the presence and absence of PhTx for each genotype with Student’s t-test (two tail), *p<0.05, **p<0.01. Sample sizes for data reported (**C–E**) are as follows (n reported for each genotype -/+ PhTx): *wild type*: n = 36/47; *CHD8/+*: n = 7/8; *ASH1L/+*: n = 15/25; *WDFY3/+*: n = 8/7; *CHD2/+*: n = 8/19; *RIMS1/+*: n = 20/30. (**F–H**) Scatter plots of quantal content (*y* axis) versus mEPSP amplitude (*x* axis) for wild type (left), *RIMS1/+* mutant (middle) and the *CHD8/+; RIMS1/+* double heterozygous mutant. Each symbol represents an individual muscle recording. Inset: representative traces (+ / - PhTx). Exponential data fit (black line, R^2^-value inset, calculated based on a linear fit). Dashed lines encompass 95% of all data (absent in (**H**) for clarity). Below each graph (**F–H**), boxes display percent PHP (+ / - PhTx for each genotype), statistical values compared to baseline (**H**).

**Figure 1—figure supplement 1.**
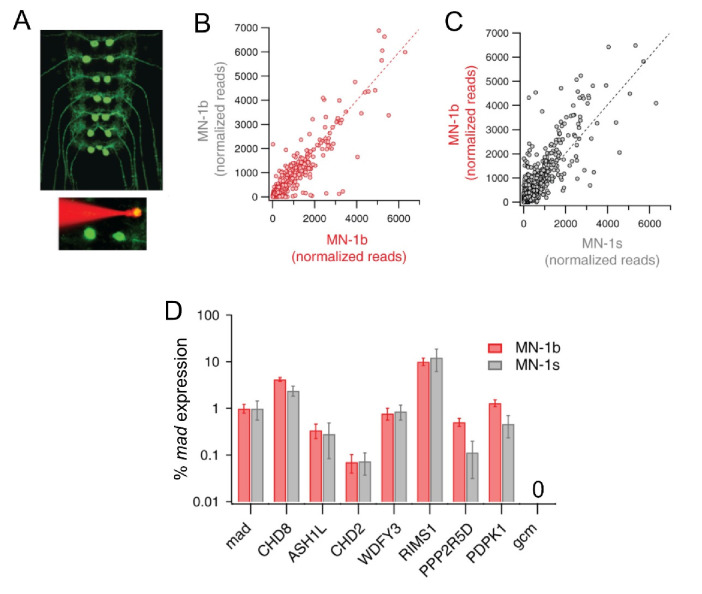
Patch-Seq analysis of gene expression in type 1b and type 1 s motoneurons. (**A**) Image of the larval central nervous system with expression of *UAS-CD8-GFP* driven by *MN1-GAL4*. Inset, a rhodamine filled patch electrode targets a single identified motoneuron for excision and sequencing (see Materials and methods). (**B**) Differential gene expression analysis for two different experiments comparing MN1b (three biological replicates each). Most data rely on unity as expected. (**C**) Comparison of gene expression for type 1b and type 1 s motoneurons. (**D**) Expression analysis of ASD gene orthologs in type 1b and type 1 s motoneurons in the third larval instar taken from the patch seq data. Expression is normalized to the well-established, motoneuron-expressed transcription factor *mothers against decapentaplegic* (*mad*). As confirmation of predicted gene expression we note the absence of expression for *glial cells missing* (*gcm*).

**Figure 1—figure supplement 2.**
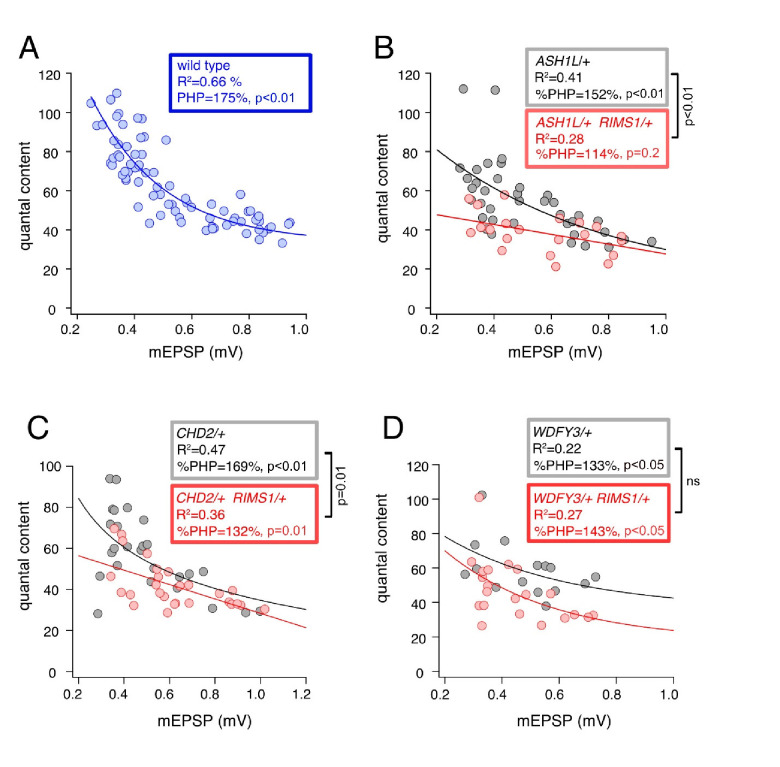
Double-heterozygous gene mutation combinations impair homeostatic plasticity. (**A–D**) Scatter plots of quantal content (*y* axis) versus mEPSP amplitude (*x* axis) for **A**) *wild type*; **B**) *ASH1L/+, RIMS1/+* double heterozygous mutant (red) and *ASH1L*/+ heterozygous mutant (grey); **C**) *CHD2/+; RIMS1/+* double heterozygous mutant (red) and *CHD2*/+ heterozygous mutant (grey); **D**) *WDFY3/+; RIMS1/+* double heterozygous mutant (red) and *WDFY3/+* heterozygous mutant (grey). Each symbol represents an individual muscle recording. Exponential and line data fits (straight line, R^2^-value inset). Boxes show statistics for curve fits and percent PHP expression (plus/minus PhTx). P-values within boxes report the statistical significance of PHP over genotypic baseline. P-values outside boxed compare PHP expression between genotypes.

All five of these genes are considered high confidence ‘category 1’ ASD-associated genes based on SFARI Gene (Simons Simplex Collection, 2020). All five of these genes have clear *Drosophila* orthologs. Further, we demonstrate that all five genes are expressed in *Drosophila* third instar motoneurons based on a Patch-Seq analysis of gene expression (Figure 1—figure supplement 1). The five ASD gene orthologs were also chosen to reflect a broad range of biological activities that are associated with the numerous ASD-associated genes identified to date. The *RIMS1* gene is a synaptic scaffolding protein that localizes to and organizes sites of neurotransmitter release, termed active zones. The *CHD8* and *CHD2* genes encode chromatin remodeling factors that localize to the cell nucleus. *WDFY3* encodes a phosphatidylinositol 3-phosphate-binding protein and regulator of autophagy and intracellular signaling. *ASH1L* encodes a member of the trithorax group of transcriptional activators and is found in the cell nucleus. A supplemental table (Supplementary file 1, Supplemental Table S1) includes known disease associations for each of these five human genes, and links to web-based genetic and genomic resources. A survey of biochemical and genetic interaction networks in *Drosophila* demonstrates no known interactions among these five genes (Flybase). In humans, there appear to be no known direct biochemical interactions among these genes. Yet, heterozygous LOF mutations in each of these genes are associated with risk for ASD in humans.

### Heterozygous ASD gene mutations have normal synaptic transmission and PHP

We analyzed baseline neurotransmission and presynaptic homeostatic plasticity (PHP) at the *Drosophila* neuromuscular junction (NMJ) as a model glutamatergic synapse. At the *Drosophila* NMJ, PHP is induced by application of sub-blocking concentrations of the postsynaptic glutamate receptor antagonist philanthotoxin-433 (PhTx; 5–10 µM), diminishing the average postsynaptic depolarization caused by the release of single synaptic vesicles (miniature excitatory postsynaptic potential; mEPSP). Decreased mEPSP amplitude initiates a potentiation of presynaptic neurotransmitter release that precisely offsets the magnitude of the PhTx perturbation and, thereby, maintains evoked excitatory postsynaptic potential amplitude (EPSP) at baseline levels prior to the application of PhTx (Figure 1B–E; Davis, 2013; Frank et al., 2009).

First, we characterized baseline synaptic transmission and the rapid induction of PHP in heterozygous null mutations of all five ASD-associated genes, defined above. We find no significant change in baseline neurotransmission, including average mEPSP amplitude, average EPSP amplitude and quantal content (Figure 1B–E). Following application of PhTx, we find that heterozygous null mutations in all five ASD gene orthologs do not alter the expression of PHP (Figure 1B–E). Specifically, PhTx significantly diminished the average mEPSP amplitude in each heterozygous mutant and induced a statistically significant increase in quantal content that restored EPSP amplitudes toward wild type values. We conclude that all five heterozygous mutations express normal PHP.

### Genetic interaction of *RIMS1* with either *CHD8*, *ASH1L* or *CHD2* impairs PHP

Tests of genetic interaction are commonly used to determine if two genes have a function that converges on a specific biological process. While genetic interactions cannot be interpreted to reflect participation in a linear signaling pathway, such an analysis can define signaling relationships among genes that are independent of whether the encoded proteins interact biochemically. Thus, genetic interactions have been a powerful means to explore new signaling systems in model organisms, an approach that is being increasingly utilized in cancer biology (Ashworth et al., 2011; Mair et al., 2019; Chan and Giaccia, 2011; O'Neil et al., 2017; Baetz et al., 2004; Bharucha et al., 2011) One approach, formally termed ‘*second site non-complementation* (SSNC)’ or ‘*non-allelic non-complementation’*, is particularly powerful when a gene of interest is essential for cell or organismal viability, such as *CHD8* and *CHD2*. In brief, if two heterozygous null mutations, each having no observable phenotype when tested alone, create a phenotype when combined in a single organism, then the genes are said to genetically interact according to SSNC. We apply this approach here.

The *Drosophila RIMS1* ortholog was previously demonstrated to be a central component of the presynaptic machinery necessary for PHP (Müller et al., 2012). Genetic interactions with heterozygous null mutations in *Drosophila RIMS1* have been used to link genes to the mechanism of PHP (Harris et al., 2018; Hauswirth et al., 2018; Ortega et al., 2018). First, we confirm that PHP is robustly expressed in the *RIMS1/+* heterozygous null mutant (Figure 1E–G). The average magnitude of homeostatic compensation is indistinguishable from wild type (p>0.1). When we plot the relationship between mEPSP amplitude and quantal content for every individual recording, there is a strong negative correlation observed in both wild type (R^2^ = 0.66) and *RIMS1/+* (R^2^ = 0.64) (Figure 1F and G, respectively).

Next, we analyzed the heterozygous *CHD8/+* mutant, which also shows robust PHP (Figure 1C–E) and a strong negative correlation between mEPSP amplitude and quantal content (R^2^ = 0.75; Figure 1H, gray points and black line). However, animals harboring heterozygous mutations in both *RIMS1* and *CHD8* (*CHD8/+; RIMS1/+*) show a complete failure of PHP (Figure 1H). The correlation of mEPSP amplitude and quantal content is abolished (Figure 1H, red points and red line; R^2^ = 0.01). The percent homeostasis in the double heterozygote is decreased to less than 10%, not statistically different from baseline (Figure 1H, box; p=0.6), and highly statistically different from both *CHD8/+* and *RIMS1/+* alone (p<0.01). We conclude that *CHD8* can be linked, directly or indirectly, to the mechanisms of PHP. We propose that the heterozygous LOF mutation in *CHD8* weakens the robustness of PHP, thereby associating an ASD-associated chromatin remodeling factor with homeostatic mechanisms that ensure robust synaptic transmission.

Next, to test the generality of this effect, we created double heterozygous mutant combinations of *RIMS1*/+ with the remaining ASD orthologs that we examine in this study (*ASH1L*, *CHD2* and *WDFY3)* (Figure 1—figure supplement 2). The *ASH1L*/+*, RIMS1*/+ double heterozygous animal shows a complete failure of PHP (Figure 1—figure supplement 2). The percent PHP expression is decreased from 152% in the *ASH1L*/+ mutant, to 114% in the double heterozygote, which is not different from baseline (p=0.2) and represents a highly significant suppression (p<0.01) compared to the *ASH1L*/+ mutant alone (p<0.01) (Figure 1—figure supplement 2B). A similar analysis of the *CHD2*/+; *RIMS1/+* double heterozygous animal shows a significant suppression of PHP (p=0.01), although significant PHP remains expressed in the double heterozygous animals (Figure 1—figure supplement 2C). Finally, the *WDFY3/+; RIMS1/+* double heterozygous animal shows robust PHP (Figure 1—figure supplement 2D) that is indistinguishable from either the *WDFY3/+* or the *RIMS1/+* single heterozygotes. Taken together, these results suggest that there may be an unexpected connection between three unrelated ASD gene orthologs (*CHD8* and *CHD2* and *ASH1L*) and the mechanisms of PHP, given that all three genes interact with *RIMS1*. Based on these data, we pursued a genome-scale forward genetic screen to interrogate and better define the molecular interface of these ASD gene orthologs and the rapid induction of PHP.

### Forward genetic screen for altered baseline transmission and PHP

The screen that we performed is diagrammed in Figure 2A. We took advantage of a collection of small chromosomal deficiencies (5–50 genes per deficiency, each with known chromosomal breakpoints) that tile the 3^rd^ chromosome, uncovering approximately 6000 genes in total. For every double heterozygous combination of *RIMS1/+* with a heterozygous deficiency, we performed multiple (n = 3–15) intracellular recordings, quantifying mEPSP amplitude, EPSP amplitude, quantal content (EPSP/mEPSP), resting membrane potential and input resistance. Recordings were made in the presence of PhTx to induce PHP. If the baseline EPSP is normal and quantal content is increased compared to wild type, then we can conclude that PHP is normally expressed. In these instances, we expect that baseline transmission was also normal in the absence of PhTx. However, if EPSPs are diminished in a given genetic combination (*RIMS1/+, Df/+*) and quantal content is not increased compared to wild type, then there are two possible origins: 1) the double mutant impairs baseline transmission or 2) baseline transmission is normal and PHP is selectively impaired. In these instances, the double heterozygous mutant combinations were re-assessed in the absence of PhTx to test for altered baseline transmission.

**Figure 2.**
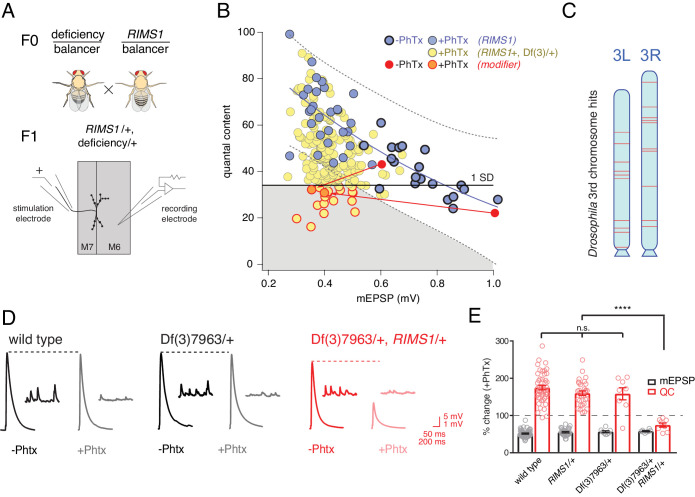
Screen for common genomic modifiers of ASD-associated gene mutations. (**A**) Diagram of genetic screen. (**B**) Screen results are shown with yellow circles representing average data per genotype. Fit (solid blue line) and confidence interval (dotted lines encompassing 95% of all data) from *RIMS1/+* are overlaid. Black horizontal line defines one standard deviation from population mean (yellow circles). Gray area encompasses potential hits residing outside the *RIMS1*/+ confidence interval and below the solid line. Two modifiers are shown in the absence (dark red circles) and presence of PhTx (light red circles, dark outline) (**C**) Approximate location of hits (red lines) on chromosome 3. (**D**) Representative traces for indicated genotypes in the presence and absence of PhTx as indicated. (**E**) Average percent change in mEPSP amplitude (gray bars) and quantal content (red bars) in presence of PhTx compared to baseline. One-way ANOVA and posthoc Tukey’s multiple comparisons; ****p<0.0001 for quantal content (QC).

Double heterozygous combinations that strongly affected muscle resting potential or input resistance were not observed. We uncovered two instances where a mutant combination (*RIMS1/+, Df/+*) caused a specific deficit in baseline transmission, without altering PHP. We did not isolate any double heterozygous conditions with dramatic defects in mEPSP amplitude. The majority of double mutant combinations specifically affected the expression of PHP. This was unexpected.

Double mutant combinations were determined to disrupt PHP by satisfying one of two criteria. First, the average quantal content (+PhTx) had to be more than one standard deviation below the population mean of all genotypes (Figure 2B, solid horizontal black line). Second, average quantal content had to reside outside a boundary that encompasses 95% of all individual recordings made in the *RIMS1/+* mutant alone (Figure 2B, black dashed lines). Two example ‘hits’ are shown in red (Figure 2B; dark red point shows data in the absence of PhTx and light red point shows data recorded in the presence of PhTx, and the red lines simply connect the points for a given genotype for the purposes of data display). We also present a complete data set for a single hit from the screen as a standard format bar graph with representative traces (Figure 2D,E). Note that the heterozygous deficiency has normal baseline transmission and PHP (p>0.1 One-way ANOVA with post-hoc Tukey multiple comparison), but when combined with a heterozygous mutation in *RIMS1*, PHP completely and selectively fails.

In total, our screen identified, and we subsequently confirmed, 20 small deficiencies that cause PHP to fail when combined with *RIMS1/+*. To achieve a final list of 20 hits, each potential hit was re-validated in a second set of experiments, increasing sample sizes (generally 7–16 NMJ). During the process of re-validation, we rule out approximately one third of the potential hits selected from the screen. The identified deficiencies are randomly distributed across the 3^rd^ chromosome (Figure 2C). The screen was empirically validated by the identification, blind to genotype, of deficiencies that uncovered the *RIMS1* locus, as well as the *Pi3K68D* locus (not included in hit list), previously shown to interact as a double heterozygous mutant with *RIMS1/+* (Hauswirth et al., 2018). Furthermore, the *rim binding protein* (RBP) locus was not identified as disrupting PHP, consistent with the previously published observation that a *rbp*/+ mutant does not interact with *RIMS1/+* for PHP (Müller et al., 2015). However, *rbp/+* did interact with *RIMS1*/+ for baseline neurotransmitter release as expected based on previously published data (not shown) (Müller et al., 2015). No other genes previously implicated in the mechanisms of PHP were present in the deficiencies isolated in our screen. It is important to note that, according to a formal genetic analysis, no strong conclusion can be made regarding the negative result of a double heterozygous genetic interaction (see Supplemental Tables S2-S5 for further detailed information on the screen results).

Finally, we assessed whether there was any relationship between the number of genes that were deleted within a given deficiency and the robustness of PHP. One hypothesis is that the additive effects of multiple, heterozygous gene mutations would increase for larger deficiencies and PHP would be increasingly compromised. That was not the case (Figure 3). There was no correlation between the number of genes uncovered by a given deficiency and EPSP amplitude recorded in the presence of PhTx (R^2^ = 0.003; Figure 3A). Thus, impaired PHP cannot be accounted for by a simple additive accumulation of genetic mutations within a given deficiency.

**Figure 3.**
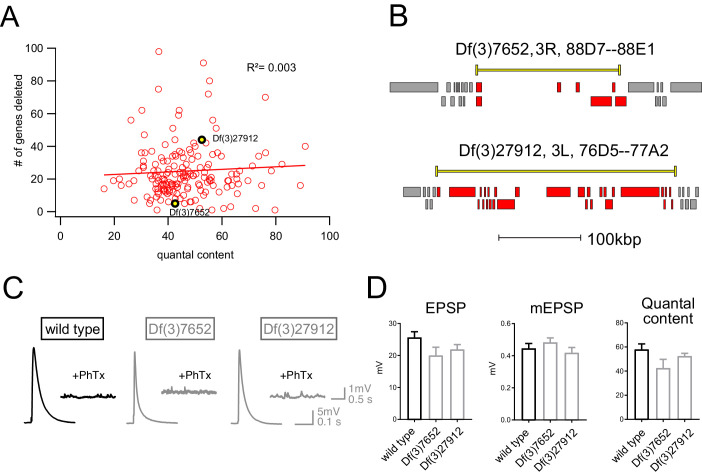
Absence of an additive effect of gene heterozygosity on synaptic transmission or PHP. (**A**) Scatter plot showing the number of genes deleted (*y* axis) versus quantal content (*x* axis) in the presence of PhTx for all deficiencies tested. Each circle represents average data from an individual muscle recording for an individual deficiency. Red line shows the fit with a Pearson coefficient of 0.003. (**B**) Schematic of two deficiency alleles showing the extent of the deletion (yellow bars) and the genes deleted (red boxes) (**C**) Representative EPSP and mEPSP traces for indicated genotypes **D**) Quantification of EPSP, mEPSP amplitude and quantal content for the indicated genotypes. All deficiencies recorded as heterozygous mutations in the presence of *RIMS1*/+).

### Identification of common phenotypic enhancers of multiple unrelated ASD genes

The results of our forward genetic screen, encompassing approximately one third of the *Drosophila* genome, might identify genetic interactions specific to *RIMS1*. However, we reasoned that because *RIMS1* also showed a strong genetic interaction with *CHD8,* as well as *CHD2* and *ASH1L* (Figure 1; Figure 1—figure supplement 2), a portion of the hits from our screen might also interact with these genes. When initial experiments confirmed that this was the case, we expanded our analysis to encompass all five of the ASD-associated gene orthologs from Figure 1. Thus, we performed a systems-genetic test of all possible double heterozygous genetic interactions, using wild type and the five ASD gene orthologs introduced in Figure 1 combined with wild type and five hits (deficiencies) randomly selected from our forward genetic screen. In total, we tested 36 genetic combinations for baseline transmission and PHP, recording every genotype in the presence and absence of PhTx (Figure 4).

**Figure 4.**
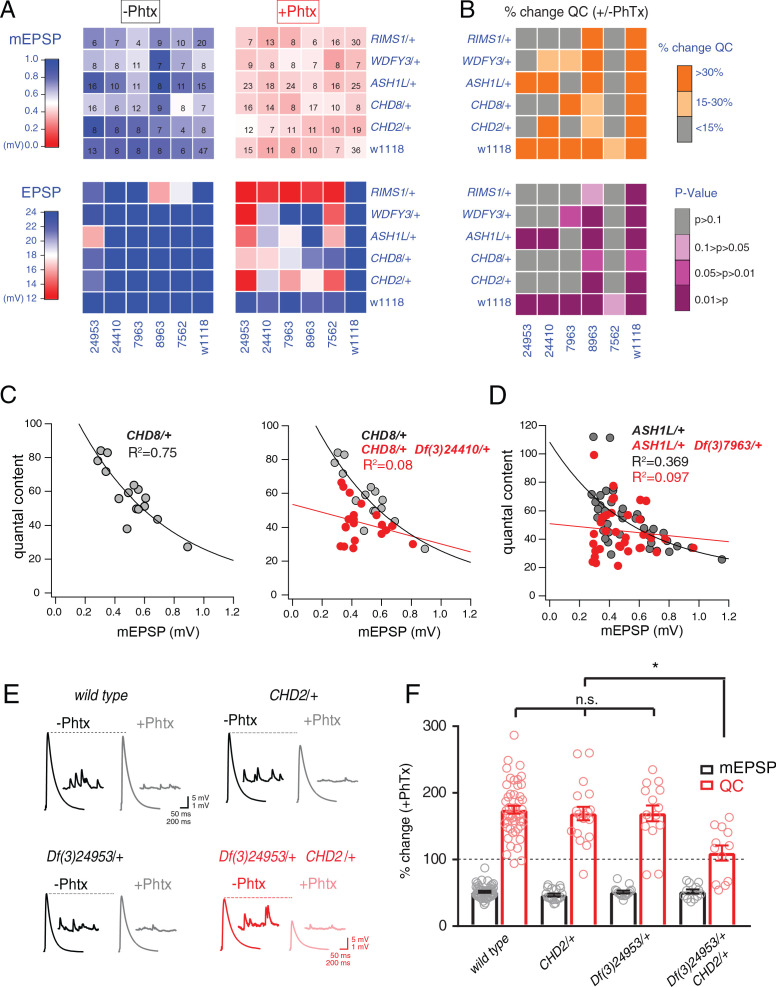
Identification of common modifiers of diverse ASD-associated mutations. (**A**) Genetic interaction matrix showing average mEPSP (top two matrix) and EPSP (bottom two matrix) amplitudes in the absence (left) and presence (right) of PhTx, as indicated. Values are according to lookup codes at left. Each individual box represents average data for a double-heterozygous mutant at intersection of x and y axes. Sample size (number of NMJ recordings) is displayed for each box (top) and are identical below (bottom). (**B**) Top matrix (orange and gray) is organized as in (A). Average percent change in quantal content (+ PhTx) compared to baseline (- PhTx), values according to lookup code. Bottom panel, shows data from top panel re-plotted diagramming p-values for the observed percent change in quantal content (+ / - PhTx), values according to lookup code. Student’s t-test (two tail) comparing each genotype + / - PhTx. (**C**) Scatter plots of quantal content (*y* axis) versus mEPSP amplitude (*x* axis) for *CHD8*/+ (left), and *CHD8/+;Df(3)24410/+*. (**D**) Scatter plot as in (C) for *ASH1L*/+ and *ASH1L*/+,/*Df(3)7963*/+. Each dot represents average data from an individual muscle recording. Fits as indicated. R^2^ values as indicated (calculated based on linear fit). (**E**) Representative traces for indicated genotypes (+ / - PhTx) (**F**) Percent change in mEPSP (gray bars) and quantal content (red bars) in presence of PhTx compared to baseline. One-way ANOVA and posthoc Tukey’s multiple comparisons; *p<0.05.

**Figure 4—figure supplement 1.**
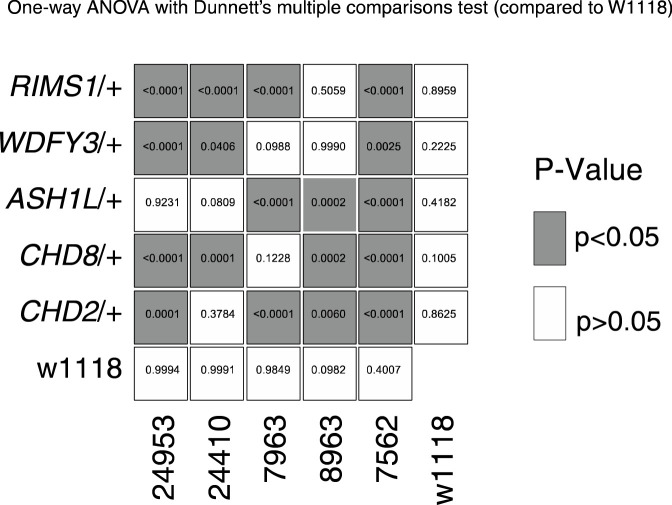
One-way ANOVA with Dunnett’s multiple comparisons test (compared to *w1118*). Genetic interaction matrix showing color-coded p-values from One-way ANOVA with Dunnett’s multiple comparisons test. Each individual box represents p-values for the comparison of percent change in quantal content for a double-heterozygous mutant at intersection of x and y axes against wild type (*w1118*). Values are according to lookup codes at right (gray color indicates genotypes which have statistically significant difference, white color indicates no difference compared to *w1118*). Note that all comparisons indicated in gray are highly statistically significant with p<0.001, with the exception of two matrix element: *Df(24410)/+* with *WDFY3/+* is p=0.0406 and *Df(7562)/+* with *WDFY3/+* is p=0.0025.

To facilitate visual interpretation, genetic interaction data are presented as a heat map superimposed on a matrix representing all genetic combinations, in the presence or absence of PhTx (Figure 4A). All but one genotype responded to the application of PhTx with decreased mEPSP amplitudes (Figure 4A, mEPSP; compare top left matrix with top right matrix, the transition from blue to red indicates diminished average mEPSP for each genetic combination). Thus, we induced homeostatic pressure in 35 out of 36 genetic combinations (*CHD8/+* with *Df(3)7562/+* being the exception). Next, we demonstrate that all heterozygous deficiencies (x-axis) or heterozygous ASD-associated gene mutations (y-axis), when crossed to the wild type strain (*w1118*) showed normal EPSP amplitudes in the absence and presence of PhTx, demonstrating robust induction of PHP (Figure 4A, EPSP, bottom right matrix). Next, nearly all (23 out of 25) of the double heterozygous combinations show normal EPSP amplitudes in the absence of PhTx, demonstrating normal baseline neurotransmission (Figure 4A, bottom left matrix). However, a majority (16 of 25) of the double heterozygous genetic combinations showed a failure of PHP in the presence of PhTx (Figure 4A, red and light-red boxes, bottom right matrix). In Figure 4B, we also plot the induction of PHP for each double heterozygous combination by calculating the percent change in quantal content following PhTx application (Figure 4B, top matrix). Here, if quantal content does not change (<15% change; gray), then PHP is impaired or blocked. Moderate increases in quantal content (15–30% change; light orange) suggest suppression of PHP, in some instances being statistically significant suppression (see below).

We performed statistical analyses for each double mutant combination, asking whether there was a statistically significant increase in quantal content for a given double mutant in the presence of PhTx compared to that same double mutant combination in the absence of PhTx (Figure 4B, bottom matrix.) Note that we are testing whether PHP is induced in a given double heterozygous mutant combination (an individual square in the matrix), comparing quantal content in the absence and presence of PhTx. We do not compare PHP expression among different double heterozygous mutant combinations. The colors gray and ‘light pink’ each reflect a complete block of PHP, an effect that is observed in the majority of double mutant combinations. As a complementary statistical analysis, we tested the differences between individual genotypic conditions (quantal content in each box) versus the wild type quantal content (One-way ANOVA with Dunnett’s multiple comparisons) (Figure 4—figure supplement 1). In this case, if PHP is blocked, then there will be a statistically significant difference compared to wild type. Again, 18 of 25 comparisons are significantly different. The genotypic comparison against wild type verified the analysis based on individual genotypic comparisons (Figure 4B). It should be noted that, in a few instances, minor differences were observed caused by a change in quantal content that was significant (-/+PhTx), but which remained smaller compared to wild type and therefore became significant. Thus, comparisons within genotypes (-/+PhTx) seem to assess the presence or absence of PHP most accurately (Figure 4B).

Our data demonstrate that four out of five deficiencies, isolated in our forward genetic screen as interacting with *RIMS1*, also cause PHP to fail when combined with any one of four different heterozygous ASD-associated gene mutations (Figure 4B, bottom). The pattern of PHP blockade is not uniform. *WDFY3, CHD8* and *CHD2* show a common pattern of interactions with the same three deficiencies. However, *ASH1L* interacts with only two out of the five tested deficiencies. To our knowledge, this is the first demonstration, in any system, of common phenotypic enhancement for multiple, independent and unrelated ASD gene orthologs.

In Figure 4C–F, we elaborate on three of the genetic interactions with data presentations that are more detailed. We show evidence of normal PHP in *CHD8/+* (Figure 4C, replicated from Figure 1). In the adjacent graph (Figure 4C, right), we show evidence of a strong disruption of PHP in the double heterozygous combination of *CHD8/+* with a heterozygous deficiency (*Df(3)24410/+*) isolated in genetic screen. A similar analysis is presented for the *ASH1L/+* heterozygous gene mutation and the interaction with a different heterozygous deficiency (Figure 4D). Finally, a third genetic interaction is presented in a format that is standard for the field of homeostatic plasticity (Figure 4E,F), inclusive of representative traces (Figure 4E) and bar graphs with associated statistical analyses (Figure 4F). Note that values for all recordings are presented (Supplementary file 1 Supplemental Table S6). Several additional controls were performed to validate and extend the findings reported for our genetic interaction data set. First, we note that all double heterozygous mutant combinations are adult viable. Thus, it was possible to inspect adult animals for phenotypes that might indicate altered signaling. Inspection of the compound eye and wings (bristles, wing veins and size) demonstrate wild type tissue morphogenesis (data not shown).

### *PDPK1* and *PPP2R5D* are common phenotypic enhancers of multiple ASD gene orthologs

We isolated the causal single gene mutations within two of the deficiencies isolated from our screen. To do so, we tested smaller sub-deficiencies that mapped within the originally isolated deficiencies. Sub-deficiency mapping either identified the causal gene, or a limited number of candidates. We subsequently tested individual gene candidates with established single gene mutations or RNAi. The process of mapping to single genes, therefore, included several rounds of independent phenotype verification. The first two instances in which we have isolated single causal genes are presented. Each candidate gene was tested individually against all five ASD gene orthologs, using previously published mutations (Figure 5). For both genes, we confirmed the same set of genetic interactions that occurred when analyzing the deficiency that included the identified gene (Figure 5).

**Figure 5.**
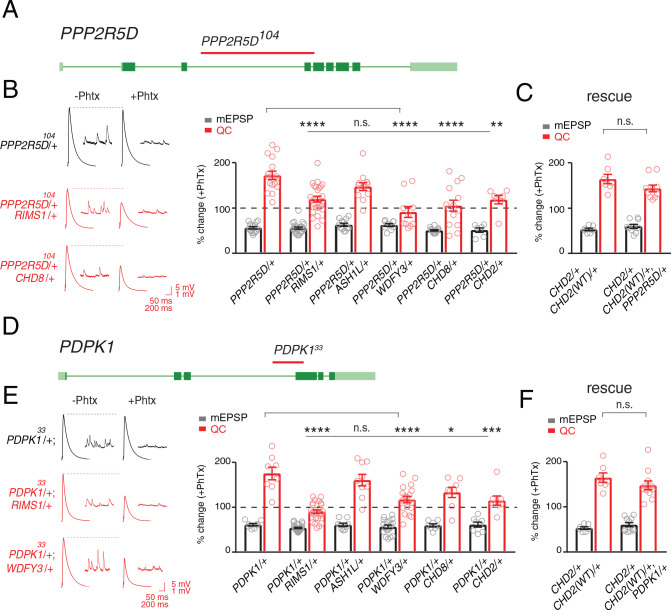
Single genes are common modifiers of diverse ASD-associated mutations. (**A**) Schematic of the *PPP2R5D* gene locus and the *PPP2R5D^104^* deletion mutation (red horizontal bar). (**B**) Representative traces for indicated genotypes. Bar graph (right) shows percent change in mEPSP (gray) and quantal content (red) (+ / - PhTx). (**C**) Data as in (**B**) for rescue of the double heterozygous *CHD2*/+ and *PPP2R5D^104^*/+ mutant by incorporation of a *CHD2* translocation (*CHD2^WT^/+*). (**D**) Schematic of the *PDPK1* gene locus with the *PDPK1^33^* deletion mutation (red horizontal bar). (**E**) Representative traces for indicated genotypes. Bar graph (right) as in **B**. (**F**) Data as in (**C**) for the genomic rescue of double heterozygous *CHD2*/+ and *PDPK1^33^*/+ mutants. One-way ANOVA, Dunnett’s multiple comparisons *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 for (**B**) and (**E**), Student’s t-test, two-tailed for (**C**) and (**F**), n.s. p>0.05).

**Figure 5—figure supplement 1.**
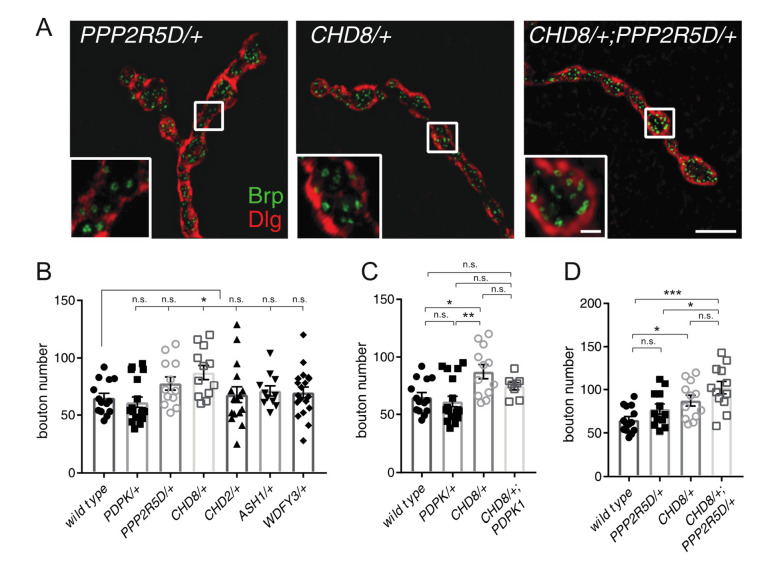
Analysis of the NMJ morphology. (**A**) Structured illumination microscopy (SIM) images of neuromuscular junction for indicated genotypes. Insets show single confocal sections. Staining for anti-Brp (green) to mark active zones and anti-Dlg (red) to mark postsynaptic membranes. Scale bars: 5 µm and 1 µm (inset). (**B**) Quantification of bouton number from NMJ (abdominal segments 2 and 3) for the indicated genotypes. One-way ANOVA, Dunnett’s multiple comparisons, n.s p>0.05; *p<0.05 (**C-D**) Data repeated from (**B**) highlighting specific comparisons for genotypes involving the heterozygous *CHD8/+* mutation. One-way ANOVA, Tukey’s multiple comparisons, n.s p>0.05; *p<0.05; **p<0.01; ***p<0.001. Data acquired and analyzed blind to genotype.

**Figure 5—figure supplement 2.**
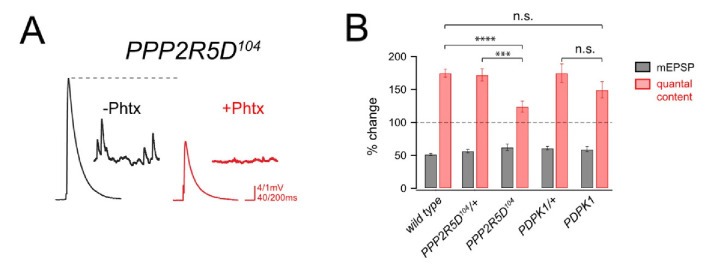
A *PPP2R5D* loss-of-function mutation disrupts PHP, but PDPK1 does not. (**A**) Representative mEPSP and EPSP traces for *PPP2R5D^104^* homozygous mutant (-/+ PhTx) (**B**) Percent change in mEPSP amplitude (gray bars) and quantal content (red bars) with PhTx compared to baseline for the indicated genotypes. Sample size is number of NMJ recorded (two per animal): *wild type* (-PhTx n = 27, +PhTx n = 26), *PPP2R5D^104^* / + (-PhTx n = 8, +PhTx n = 16), *PPP2R5D^104^* (-PhTx n = 11, +PhTx n = 15), *PDPK1/+* (-PhTx n = 4, +PhTx n = 8), *PDPK1* (-PhTx n = 9, +PhTx n = 9). Pairwise comparisons for each genotype (+ / - PhTX), Student’s t-test, two tailed; n.s. p>0.05; ***p<0.001; ****p<0.0001.

**Figure 5—figure supplement 3.**
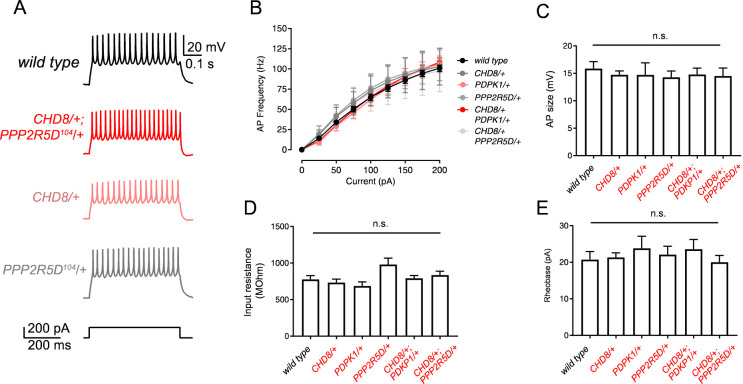
Firing properties of motoneurons are not different in a double heterozygous mutant. (**A**) Representative traces for motoneuron firing upon injection of 200 pA step current across indicated genotypes. (**B**), Action potential frequency is plotted against current injection amplitude for wild type and mutant as indicated. Sample sizes as follows: ***wild type*** n = 14 cells; ***CHD8/+*** n = 12 cells; ***PDPK1/+*** n = 11 cells; ***PPP2R5D/+*** n = 17 cells; ***CHD8/+; PDPK1/+*** n = 19 cells; ***CHD8/+; PPP2R5D/+*** n = 17 cells. In all instances, data were acquired from multiple animals. (**C–E**) Quantitation of action potential amplitudes, input resistance and rheobase for wild type and indicated genotypes. Sample sizes as in (**B**). One-way ANOVA and Tukey’s multiple comparisons (n.s. statistically not different, p>0.05).

The first gene that we identified encodes a serine threonine kinase encoded by the *PDPK1* gene (*PDK1* in *Drosophila*). *PDPK1* is a master controller of cellular metabolism, as well as cellular and synaptic growth at the *Drosophila* NMJ (Cheng et al., 2011). The second gene encodes a regulatory subunit of the PP2A phosphatase encoded by the *PPP2R5D* gene (*wrd* in *Drosophila*) (Viquez, 2006). *PPP2R5D* is also a master controller of cellular metabolism (Bernal et al., 2014), as well as cellular and synaptic growth at the *Drosophila* NMJ (Viquez, 2006). Both proteins are present at the *Drosophila* NMJ (Cheng et al., 2011; Viquez et al., 2009; Viquez, 2006) Single-cell Patch-Seq experiments confirmed the expression of these genes in *Drosophila* motoneurons at third-instar (Figure 1—figure supplement 1). Intriguingly, the *PPP2R5D* gene has recently been associated with intellectual disability and autism in human (Loveday et al., 2015; Shang et al., 2016).

Next, we demonstrate that both genes, *PDPK1* and *PPP2R5D,* are common modifiers of multiple heterozygous ASD-associated gene mutations (Figure 5). To underscore the specificity of the double heterozygous genetic interactions (Figure 5B,E), we restored the expression of the *CHD2* gene to wild type levels in the *CHD2/+; PPP2R5D/+* double heterozygous combination. This was achieved using a previously published translocation of the *CHD2* gene locus that allowed us to put back one copy of the *CHD2* gene (*CHD2^WT^*/+) in the background of the *CHD2/+; PPP2R5D*/+ double mutant. We demonstrate that PHP is fully restored (Figure 5C). An identical series of experiments was performed with a previously characterized *PDPK1* mutation (Figure 5E,F). Thus, *PDPK1* and *PPP2R5D* represent the first known common phenotypic modifiers of ASD gene orthologs, causing PHP to fail (see also Supplementary file 1 Supplemental Table S7 for values and statistics). The data also underscore that deficiencies isolated in our forward genetic screen can be resolved to the activity of single genes. As such, the screen may have identified a novel class of common phenotypic modifier.

Another series of control experiments were performed. We asked whether neuronal morphology was substantially altered in the heterozygous ASD-associated gene mutations and in select double heterozygous genetic interactions (Figure 5—figure supplement 1). We do find evidence that the heterozygous *CHD8*/+ mutation predisposes the NMJ to modest overgrowth, consistent with *CHD8* influencing brain development in other systems (Gompers et al., 2017). But, this effect does not become more severe when combined with either the *PDPK1* or *PPP2R5D* mutation as double heterozygotes. Thus, we conclude that altered synaptic growth is not highly correlated with the block of PHP in these double heterozygous combinations.

### Deletion of *PPP2R5D* impairs the robustness of PHP

Given that *PPP2R5D* and *PDPK1* both genetically interact with multiple ASD-associated gene mutations, and given that several of the ASD-associated genes sensitize PHP toward failure, we considered whether *PPP2R5D* and *PDPK1* are also directly involved with the induction of PHP. Unlike many of the ASD genes, both *PPP2R5D* and *PDPK1* are viable as homozygous deletion mutations, allowing a direct test of their involvement in PHP. To our surprise, neither *PPP2R5D* nor *PDPK1* can be classified as strictly essential for the mechanisms of PHP based on analysis of homozygous LOF mutants (Figure 5—figure supplement 2). PHP is fully expressed in the homozygous *PDPK1* mutant (Figure 5—figure supplement 2), demonstrating that this gene is not required. There is a statistically significant suppression of PHP in the homozygous LOF mutation in *PPP2R5D* suggesting a role for this gene in the rapid induction of PHP, but without being strictly necessary (Figure 5—figure supplement 2).

We note that both *PDPK1* and *PPP2R5D* control signaling that directly intersects with the AKT/mTOR pathway, a signaling system that is associated with ASD in human (Alessi et al., 1997; Manning and Toker, 2017; Yeung et al., 2017). The mTOR signaling proteins *S6K* and *Tor* have both been implicated in the long-term maintenance of PHP. However, both are dispensable for the rapid, PhTx-dependent induction of PHP (Cheng et al., 2011; Penney et al., 2012). Never-the-less, the possible connection to Tor signaling prompted us to revisit our screen data and ask whether mutations affecting the broader AKT/mTOR signaling system might also be common ASD-gene modifiers. The genes *Akt, S6K, TSC1, TSC2,* and *PTP61F* are all encoded on the *Drosophila* third chromosome. All of these genes were present within the deficiencies that were tested in our screen. But, none were identified as a hit in our unbiased forward genetic screen. Although the lack of a genetic interaction cannot be used to conclude the absence of a role for these genes in the PHP effects that we observe, it seems likely that *PPP2R5D* and *PDPK1* have other targets relevant to the intersection of ASD-gene mutations and the rapid induction of PHP. Consistent with this possibility, *PDPK1* and *PPP2R5D* are predicted to have opposing actions on AKT, yet both genes participate in the blockade of PHP when combined with a mutation in one of the five ASD-associated gene mutations (see discussion). Furthermore, as demonstrated below, one mechanism by which PHP is blocked is novel and unexpected.

### Dissecting the mechanism of impaired PHP in a single double heterozygous mutant combination

It is rare for a genetic study to define, precisely, how a double heterozygous interaction creates a synthetic phenotype if the two genes do not encode proteins that biochemically interact. Simply put, there are a vast number of possible mechanisms by which SSNC could occur (Yook et al., 2001). None-the-less, we attempted to do so for at least one double heterozygous combination. Although this represents only a single mechanism of SSNC, it could provide proof of principle for how PHP is affected in other ASD gene interactions. We chose the genetic interaction of *PPP2R5D/+* with *CHD8/+*. This combination was chosen because *CHD8* is among the most common ASD de novo gene mutations. Furthermore, the genetic interaction is highly penetrant.

We began by pursuing additional phenotypic analyses, looking for clues in a wider variety of cellular and electrophysiological measures. It is possible that the genetic interaction of *PPP2R5D/+* with *CHD8/+* could indirectly affect PHP expression by altering motoneuron firing properties. Therefore, we analyzed intrinsic excitability and neuronal firing by patch clamp electrophysiology of larval motoneurons. There is no change in motoneuron firing frequency in response to a series of step current pulse injection. Likewise, there are no changes in action potential amplitude, cell input resistance or rheobase comparing wild type with each single heterozygous mutation and the double heterozygote (Figure 5—figure supplement 3). Thus, aberrant excitability is not linked to impaired PHP.

### Ultrastructural correlate of impaired PHP: altered presynaptic membrane trafficking

Next, we turned to electron microscopy to determine whether the genetic interaction of *PPP2R5D/+* with *CHD8/+* affects the presynaptic release site. Ultrastructural changes have previously been linked to impaired PHP (Harris et al., 2018). Thin section transmission electron microscopy (EM) was used to examine the synapse, defined as a characteristic increase in pre- and postsynaptic membrane electron density, opposing clustered presynaptic vesicles and a characteristic presynaptic density, termed a T-bar. We find that the ultrastructure of *CHD8*/+ alone was wild type (Figure 6B,D,E). The ultrastructure of *PPP2R5D/+* alone was wild type (Figure 6A,D,E). However, the double heterozygous mutant showed evidence of large membrane structures surrounding the presynaptic release site and apparent stalled endocytic events, appearing adjacent to sites of neurotransmitter release where compensatory synaptic vesicle endocytosis occurs (Figure 6C, insets). Quantification of vesicle size reveals a large increase in average intracellular vesicle diameter for all vesicles within 150 nm of the base of the presynaptic release site, defined by the T-bar structure (Figure 6D,E), again selective to the double heterozygous mutant. These data provide a striking visual confirmation of the genetic interaction between *PPP2R5D/+* and *CHD8/+*. And, this is further evidence linking the action of a chromatin-remodeling factor (CHD8) to the stability of synaptic transmission.

**Figure 6.**
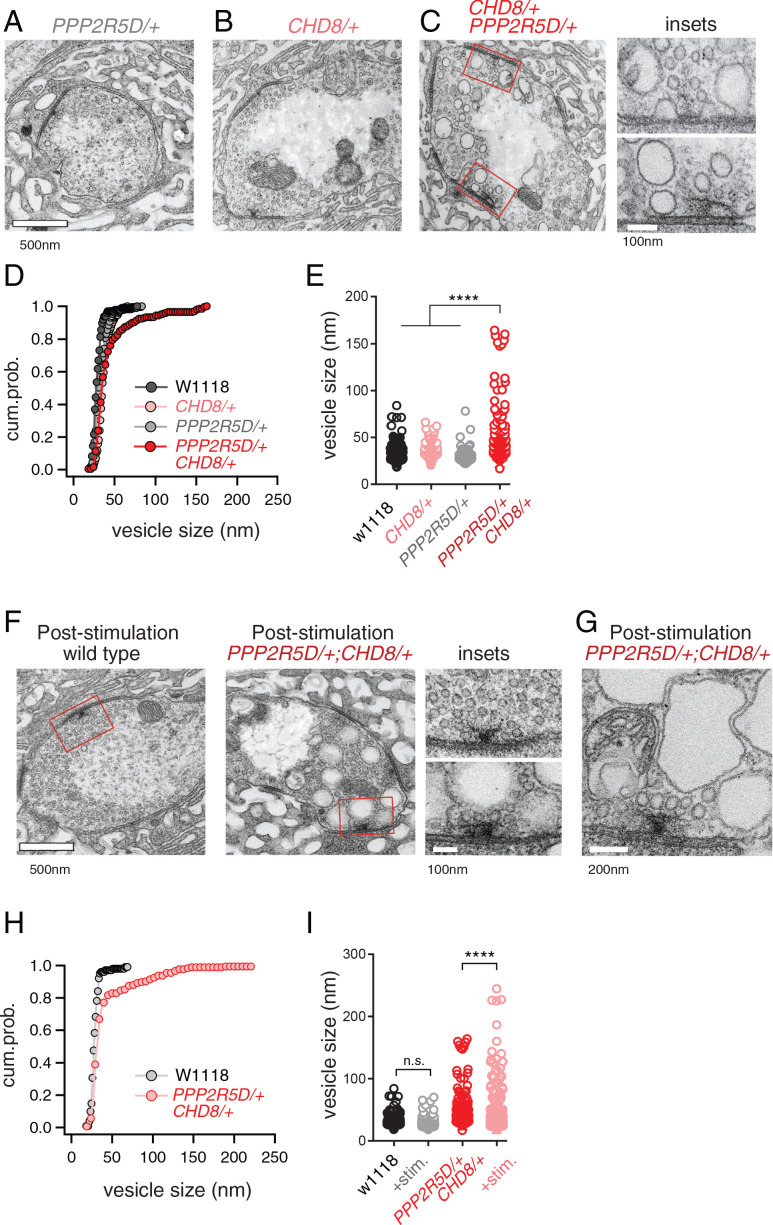
ASD gene-modifier interaction causes impaired synaptic membrane organization. (**A–C**) Representative electron microscopy images of individual boutons inclusive of (**A**) *PPP2R5D/+*, (**B**) *CHD8/+* and (**C**) *CHD8/+; PPP2R5D*/+ double heterozygous mutant. Insets (**C**) show individual active zones taken from the image on the left (red rectangles) (**D**) Cumulative probability distribution of the vesicle size for wild type (*w1118*) and *CHD8/+* and *PPP2R5D/+* single mutants, as well as the *CHD8*/+; *PPP2R5D*/+ double heterozygous mutants. Each point reflects the average at a single active zone. (**E**) Plot of individual data points for each genotype as shown in (**D**). Sample sizes (**D, E**): Animal number: w1118 N = 2, *CHD8/+* N = 2; *PPP2R5D/+* N = 2; *CHD8/+; PPP2R5D/+* N = 3. Active zone number: in same genotypic order n = 12, n = 23, n = 10, n = 14; Vesicle number n = 97, n = 171, n = 85; n = 89. (**F**) Representative electron microscopy images for individual boutons for indicated genotypes after stimulation with 50 Hz for 10 s and rapid fixation. Insets show active zones for *wild type* (top) and the *CHD8*/+; *PPP2R5D*/+ double heterozygous mutant (bottom) taken from the images on the left (red rectangles) (**G**) An example image from the *CHD8*/+; *PPP2R5D+* double heterozygous mutant with larger vesicles having a crenulated appearance after stimulation. (**H**) Cumulative probability distribution of the vesicle size for wild type (*w1118*) and the double heterozygous mutant *CHD8*/+; *PPP2R5D*/+ after stimulation and rapid fixation. Each point reflects the average at a single active zone. (**I**) Plot of individual data points for data in (**H**). Sample sizes (**H, I**): Animal number: *w1118* with stimulation N = 2, *CHD8/+; PPP2R5D/+* with stimulation N = 2; Active zone number n = 10, 21. Vesicle number n = 101, n = 175. One-way ANOVA Tukey’s multiple comparisons, ****p<0.001, n.s. p>0.05.

**Figure 6—figure supplement 1.**
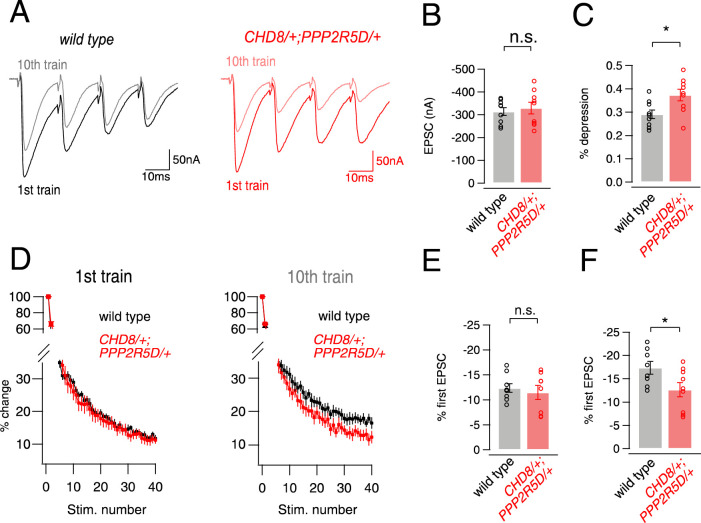
Analysis of short-term depression in *CHD8/+; PPP2R5D/+* double heterozygote. (**A**) Representative traces for EPSCs following 50 Hz stimulation (40 stimuli, 1^st^ four shown for purposes of display) from *wild type* and the *CHD8/+;PPP2R5D/+* double heterozygous mutant. The first four EPSCs of the 1^st^ and 10^th^ trains are overlaid. (**B**), Quantitation of first EPSC amplitudes. (**C**) Percent depression of first EPSC comparing the 1^st^ and 10^th^ trains. (**D**) Percent change (compared to first EPSC) for EPSC amplitudes during the train are plotted for wild type and double heterozygous mutant animal, as indicated. (**E**) Quantification of the percent change in EPSC shown in (**D**) for the first train. (**F**) Percent depression of first EPSC after 10 trains. Student’s t-test, two tailed; n.s. p>0.05; *p<0.05.

Given the appearance of enlarged vesicles at or near the presynaptic release site, we repeated our ultrastructural analysis of the double heterozygous mutant, fixing the synapse immediately (~1–5 s) after strong stimulation of presynaptic release (50 Hz stimulation, 10 s). In wild type, there was no change in the number or appearance of presynaptic vesicles when fixed immediately following the stimulus. However, in the double heterozygous mutant condition (*CHD8/+; PPP2R5D/+*) we found that intracellular vesicles were further increased in size and took on a crenulated appearance (Figure 6F–I). These data are consistent with the enlarged vesicles being endosomal intermediates, arguing that the process of vesicle recycling is altered in the double heterozygous mutant. In further support of this idea, we demonstrate enhanced synaptic depression in response to high frequency (50 Hz) stimulation (Figure 6—figure supplement 1). Recently, homozygous *CHD8* loss of function mutations have been linked to defects in synaptic vesicle endocytosis at the *Drosophila* NMJ (Latcheva et al., 2019). Our data underscore that that an endocytosis phenotype can be uncovered in the heterozygous *CHD8/+* mutant in the context of the *PPP2R5D/+* mutant. Regardless of the underlying molecular mechanism leading to this EM phenotype and associated physiological deficits (a topic for future study), these data present a striking, visual confirmation of a strong synthetic genetic interaction between *PPP2R5D/+* and the *CHD8/+* heterozygous mutations. Furthermore, these data link the activity of a chromatin remodeling factor, present in the nucleus (CHD8), to a profound synaptic defect. Experiments detailed below, including genetic rescue, confirm the specificity of this EM phenotype.

### Differential gene expression analyses

One possible reason that genes isolated from our screen are common modifiers of diverse ASD genes is that each modifier is a direct transcriptional target of the ASD mutants. It is possible to assess this by RNAseq. To our knowledge, side-by-side differential gene expression analysis has yet to be performed for multiple heterozygous ASD-associated gene mutant backgrounds. 

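Heads of adult flies, 5 to 7 days after pupation, were the source of RNA for wild type and for flies heterozygous for a mutation in the Drosophila ortholog of ASH1L (ash1), WDFY3 (bchs), CHD2 (Chd1) or CHD8 (kis). Each genotype has 4 libraries, 20 in all, made with a kit that primes on the poly(A) tail and reads the 3' end of transcripts. The level of Chd1 was 143 ± 49.4 normalized counts (SD, n = 4) in CHD2/+ and 292 ± 108 (SD, n = 4) in wild type. Its log2 fold change of -1.01 (standard error 0.43) had an adjusted p = 0.66 from limma with Benjamini-Hochberg adjustment. The log2 fold changes of the other mutated genes were -0.58 for ash1 in ASH1L/+, 0.17 for bchs in WDFY3/+ and -0.22 for kis in CHD8/+ (adjusted p = 1 for each from limma). The level of ash1 was lower in each ASH1L/+ library than in the wild type library of the same replicate number, and its change turned to 0.08 when ASH1L/+ replicate 3 alone was left out, which parts a pair. The direction for bchs and kis also turned when single libraries were left out: -0.02 and -0.05 for bchs without WDFY3/+ replicate 4 or wild type replicate 3, and 0.10 and 0.17 for kis without CHD8/+ replicate 4 or wild type replicate 1. Reads from the 3' end do not report a lesion elsewhere in a gene, so these levels check the labels only in part. The authors assigned reads to the transcripts of BDGP6 with Salmon 0.12.0 and deposited normalized counts, which are estimated counts divided by a factor per library and a further factor per gene and library. Whole reads could not be recovered from them. The normalized counts sum to 4030172 to 4760607 per library in wild type (median 4561848), 4189461 to 8558268 in ASH1L/+ (median 5186532), 4461831 to 5669209 in WDFY3/+ (median 4762954), 3982753 to 6210116 in CHD2/+ (median 4660788) and 4214035 to 5732740 in CHD8/+ (median 5079085). From the most frequent size among low values, taken as the worth of 1 read, the depth behind them was estimated at 2.81 to 9.78 M reads per library (median 5.13 M). The values used here are the normalized counts. The 9588 genes with at least 10 normalized counts in at least 4 libraries were compared on the log2 scale after adding 1, which understates fold changes of low genes. All 20 libraries entered the limma fit, and a gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold. The median standard error of a log2 fold change was 0.436. Of genes changed 4-fold in simulated data with the spread of these libraries, 54% to 72% were called, and of genes changed 2-fold, 10% to 18%. That spread holds differences between replicate numbers, which this fit leaves out.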

We performed whole genome RNAseq analysis for wild types and the four heterozygous ASD mutants (four biological replicates) (Figure 7A). We asked whether any of the genes contained within the 20 deficiencies identified in the screen (37 genes; a number arrived at following sub-deficiency mapping and sub-selection based on gene expression in nerve or muscle) are commonly altered in all four of ASD-associated mutants (Figure 7A, orange data points). None were commonly differentially regulated (p-value=0.096 for *ASH1L/+*; p-value=0.636 for *WDFY3/+*; p-value=0.392 for *CHD2/+*; p-value=0.112 for *CHD8/+*; Wilcoxon sign rank test two-sided). We conclude that common down-regulation of identified genetic modifiers cannot account for the common impairment of PHP that we observe electrophysiologically.

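No gene uncovered by the deficiencies of the screen was called in any of the 4 mutants without replicate number as a block. Table S5 of the paper names these genes, and 324 of its 477 distinct genes were measured well enough to test. It is a wider group than the 37 genes of the study, which the paper's text does not name. The median log2 change of the 324 genes was 0.015 in ASH1L/+, -0.002 in WDFY3/+, -0.058 in CHD2/+ and -0.091 in CHD8/+. Of them, 169, 161, 143 and 138 had a change above 0, in the same order. The two-sided Wilcoxon signed-rank test of the changes against 0 gave, with n = 324 genes, p = 0.536 for ASH1L/+, p = 0.725 for WDFY3/+, p = 0.0969 for CHD2/+ and p = 0.00531 for CHD8/+. This test takes genes as independent, and the changes were compared across genes. Against all other genes, camera gave p = 0.16 for CHD8/+ (p = 0.060 with an estimated correlation). The p for CHD8/+ from the signed-rank test was 0.079 without CHD8/+ replicate 3, 0.212 without CHD8/+ replicate 4 and 0.0942 without wild type replicate 1. That for CHD2/+ was 0.0358 without wild type replicate 3, and that for WDFY3/+ was 0.0494 without wild type replicate 3, with the direction of the WDFY3/+ median also turning between libraries left out (-0.008 to 0.032). The median for ASH1L/+ turned to -0.035 without ASH1L/+ replicate 1 and to -0.049 without wild type replicate 3. Alternatives set before the data were examined also moved this p: to 0.0035 in ASH1L/+ and 0.0015 in WDFY3/+ among genes above the median level, where the CHD8/+ value was 0.662, to 0.00628 in ASH1L/+ and 0.0627 in CHD8/+ with a stricter filter, to 0.0376 in ASH1L/+ with quantile normalization, and to 0.000845 in WDFY3/+ and 0.00182 in CHD2/+ with no filter. Single genes stood at 0 called by limma in each mutant, and 0 adjusted over the list alone. An unadjusted p under 0.05 was reached by 3 genes in ASH1L/+, 10 in WDFY3/+, 23 in CHD2/+ and 10 in CHD8/+, where 16.2 are expected by chance. Brr2 encodes a helicase of the spliceosome. It had 48.7 ± 11.7 normalized counts (SD, n = 4) in wild type, 110.3 ± 23.2 (SD, n = 4) in ASH1L/+ and 103.6 ± 36.9 (SD, n = 4) in CHD8/+. Its log2 fold changes were 1.17 in ASH1L/+ and 1.05 in CHD8/+, with adjusted p = 0.28 and 0.26 from limma, and adjusted p = 0.019 and 0.020 with replicate number as a block. The kkv gene, a chitin synthase, had a log2 fold change of 3.34 in CHD8/+ (adjusted p = 0.42 from limma, 0.046 with the block). Its level was 6, 71.7, 51.4 and 17 normalized counts in CHD8/+ replicates 1 to 4, in the order of the cuticle markers in these libraries (5.01, 7.41, 7.08 and 6.19 on the log2 scale). The kkv gene is itself one of these markers, so the shared order is partly built in. With the block, 1 gene of the list was called in ASH1L/+, 0 in WDFY3/+ and 2 in CHD8/+. CHD2/+ had 4 called, but missed the rule used for pairing through its replicate 2 (correlation 0.07, with 0.1 required). From the absence of a gene shared by all 4 mutants, the paper concludes that a shared loss of expression of its modifiers is not the source of the shared PHP defect.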

**Figure 7.**
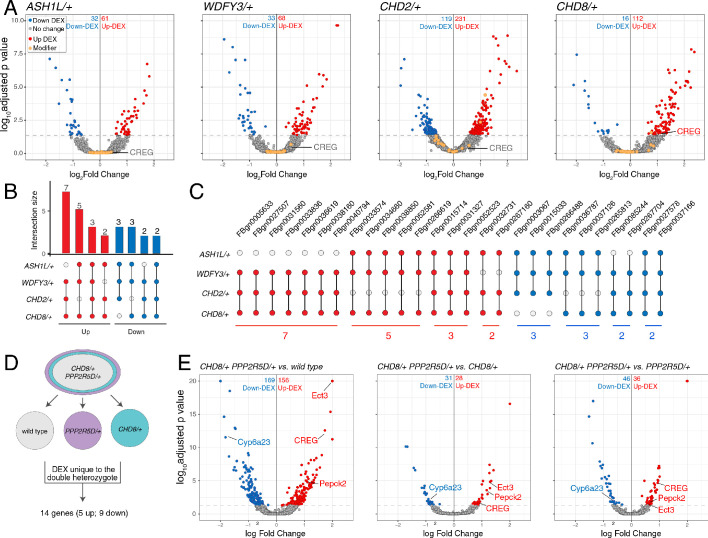
Differential gene expression analysis identifies *CREG*. (**A**) Volcano plot display of differentially expressed genes (DEX) for each heterozygous mutant versus wild type. Candidate ASD-gene modifiers are indicated (orange dots). Horizontal dashed line indicates cutoff of adjusted p-values (0.05). (**B**) Matrix shows all intersections of DEXs from the four indicated genotypes (see Database S1). Filled circles in the matrix indicate sets that are part of the intersection between genotypes. Bar graphs on the top show the total number of DEXs for each set, ordered by the size of intersection. (blue, up-regulated; red, down-regulated). (**C**) Individual genes are listed at the intersection of each genotypes. (**D**) Schematic showing the selection of 14 genes uniquely dysregulated in *CHD8/+; PPP2R5D/+* double heterozygous mutants. (**E**) Volcano plot display of DEX calculated as *CHD8*/+; *PPP2R5D*/+ versus wild-type, *CHD8*/+; *PPP2R5D*/+ versus *CHD8*/+ and *CHD8*/+; *PPP2R5D*/+ double heterozygotes versus *PPP2R5D*/+ alone.

Next, we asked whether the ASD-associated gene mutations might cause common changes in gene expression, with potential relevance to a common disruption of PHP. 

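Cyp6a17, a cytochrome P450, was higher and CG11426, a lipid phosphatase, was lower in each of the 4 mutants than in wild type. Mutation and stock go together, so an effect of the mutations cannot be told apart from a trait of the wild type stock. CG4757, Swip-1, which encodes a calcium-binding protein, and the pseudogenes CR43105 and CR43186 rose in ASH1L/+, CHD2/+ and CHD8/+ and did not pass the test in WDFY3/+. No other gene was called in the same direction in 3 or 4 mutants, while 6 genes were higher and 1 was lower in exactly 2. Cyp6a17 (FBgn0015714) lies on chromosome 2R of BDGP6 from 14873953 to 14875739, next to its paralog Cyp6a23, with which it may share reads. It had 2.25 ± 2.01 normalized counts (SD, n = 4) in wild type, 196 ± 53.9 in ASH1L/+, 425 ± 233 in WDFY3/+, 362 ± 83.7 in CHD2/+ and 297 ± 89.8 in CHD8/+ (SD, n = 4 each). The log2 fold changes were 6.16, 7.13, 7.05 and 6.74 in that order (standard error 0.46, adjusted p of at most 1.7e-07 from limma with Benjamini-Hochberg adjustment). Swip-1 had log2 fold changes of 2.36 in ASH1L/+, 2.50 in CHD2/+ and 2.17 in CHD8/+, and CG4757 had 3.16, 2.35 and 3.10. In WDFY3/+ they stood at 0.54 for Swip-1 and 1.06 for CG4757. CR43105 had log2 fold changes of 6.21, 6.19 and 6.33 in the first 3 mutants and -0.37 in WDFY3/+, and its level in WDFY3/+ was lower than in each of the others by the same limma test. CR43186 lies beside it on chromosome 2R, with changes of 4.06, 3.90 and 3.61. Both are pseudogenes that may share reads with other loci. In all, 9 genes were called in ASH1L/+ (7 higher, 2 lower), 5 in WDFY3/+ (4 higher, 1 lower), 18 in CHD2/+ (15 higher, 3 lower) and 26 in CHD8/+ (23 higher, 3 lower). The transcript of the flamenco piRNA cluster, lncRNA:flam, fell in CHD2/+ (log2 -2.10, adjusted p = 0.011 from limma) and CHD8/+ (log2 -1.99, adjusted p = 0.015). An unadjusted p under 0.05 was reached by 250, 313, 664 and 359 genes in ASH1L/+, WDFY3/+, CHD2/+ and CHD8/+, where 479 are expected by chance, and with replicate number as a block by 596 in ASH1L/+, 710 in WDFY3/+ and 889 in CHD8/+. With only each mutant and wild type in the fit, 4, 3, 6 and 13 genes were called in ASH1L/+, WDFY3/+, CHD2/+ and CHD8/+, and with no filter 3 in WDFY3/+ and 17 in CHD8/+. With quantile normalization WDFY3/+ had 8 called genes. With the mean level of the cuticle and muscle markers as a covariate, chosen after seeing the data, 6 genes were called in CHD8/+ and 9 in WDFY3/+. With replicate number as a block the counts of called genes were 20 in ASH1L/+, 24 in WDFY3/+ and 71 in CHD8/+, and included each gene called without it. CHD2/+ had the most with the block, 116 called genes and 1799 at an unadjusted p under 0.05 from limma. It missed the rule used for pairing through its replicate 2 (correlation 0.07, with 0.1 required). Simulated unchanged groups, compared with a simulated wild type group drawn anew, gave 0 genes called in 3 or 4 mutants in each of 100 simulations. Lists drawn independently would give 5.3e-05. With the real wild type libraries split between the mutants, which leaves fewer for each, the count was 3.56 on average. Single libraries moved the counts: CHD8/+ had 41 without its replicate 1, 9 and 7 without replicates 3 and 4, and 13, 9 and 9 without wild type replicates 1, 3 and 4, while CHD2/+ had 8 and 10 without its replicates 2 and 3, and 9 and 7 without wild type replicates 2 and 4, and WDFY3/+ had 3 without each of its replicates 2, 3 and 4 and 2, 3 and 2 without wild type replicates 2, 3 and 4. The calls of CR43186 (in ASH1L/+ without replicates 2, 3 and 4 and wild type replicates 1, 3 and 4, in CHD2/+ without replicates 2 and 3 and wild type replicates 1 and 4, in CHD8/+ without replicates 2, 3 and 4 and wild type replicates 1, 3 and 4) and of lncRNA:flam (in CHD2/+ without replicate 3 and wild type replicate 4, in CHD8/+ without replicates 3 and 4 and wild type replicates 1, 3 and 4) were lost without 1 library, at adjusted p of 0.050 to 0.19 from limma.

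**Figure D1:**
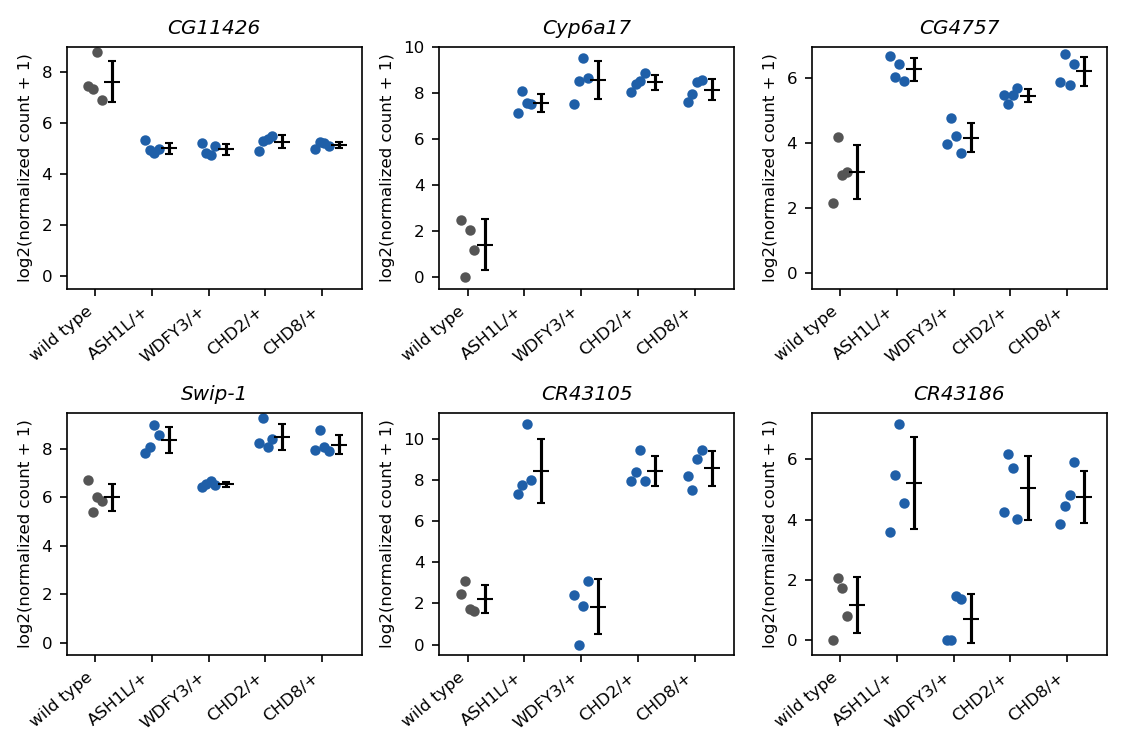
Levels of the 6 genes called in 3 or 4 mutants, as log2 of the normalized count plus 1 in each library of the 5 genotypes, with bars at the mean ± SD (n = 4). Cyp6a17 averages 2.25 normalized counts in wild type and 196 to 425 in the mutants, and CG11426 averages 222 in wild type and 30.6 to 37.7 in the mutants.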

We define all differentially expressed genes common to at least two ASD mutations (Figure 7B,C). While there are individual genes that are commonly differentially regulated, a GO database analysis of differentially expressed genes did not reveal any consistent change in a gene category across all four genotypes. 

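In CHD2/+ and CHD8/+, neuronal and presynaptic genes and genes of the trithorax and Polycomb groups stood lower relative to other genes, and cuticle genes stood higher, at a preset correlation between genes. None of these calls held with an estimated correlation, where the adjusted p from camera was 0.12 to 0.77. The higher cuticle genes in CHD2/+ go with replicate 2, at a mean of 7.21 on the log2 scale against 4.28 to 4.76 in the other 3 libraries. The 23 gene lists were fixed before the data were examined (the match of Tor and Trh to their genes was corrected afterwards) and tested with limma's camera at a preset correlation of 0.01, adjusted over the lists in each mutant. Past the test were 0 lists in ASH1L/+, 1 in WDFY3/+, 6 in CHD2/+ and 9 in CHD8/+. Each of these 16 calls was lost with an estimated correlation, and no list passed camera in all 4 mutants. Limma's fry for a change in 1 direction gave 0 lists. Its test for change in either direction, which does not compare a list with other genes, passed for the detoxification genes in all 4 mutants (adjusted p = 0.0022, 7.1e-07, 0.0003 and 5.5e-05 in ASH1L/+, WDFY3/+, CHD2/+ and CHD8/+), a list that holds Cyp6a17, and for the genes named in the study in ASH1L/+, WDFY3/+ and CHD8/+ (adjusted p = 0.040, 0.047 and 0.0036), a list that holds CG11426, Nepl21, Ect3 and CREG, which the study chose on these samples, so that this pass is no independent evidence of change. The 27 neuronal and presynaptic genes had a median log2 change of -0.54 in CHD2/+ (adjusted p = 0.015 from camera, adjusted p = 0.77 with an estimated correlation) and -0.27 in CHD8/+ (adjusted p = 0.025, and adjusted p = 0.55 with an estimated correlation). None of them was called by limma over all genes or adjusted over the list alone. Among them in CHD2/+, elav, a neuronal RNA-binding protein, had a log2 fold change of -0.86 (adjusted p = 0.66 from limma) and was lower in 4 of 4 libraries than in every wild type library, and Gad1, which makes GABA, had -1.40 (adjusted p = 0.67). The 32 genes of presynaptic homeostatic plasticity had a median of -0.33 in CHD2/+ (adjusted p = 0.018 from camera, adjusted p = 0.77 with an estimated correlation), with 0 called and 0 adjusted over the list alone. The 37 genes of the trithorax and Polycomb groups had medians of -0.29 in both CHD2/+ and CHD8/+. Camera gave adjusted p = 0.042 in CHD2/+ and 0.0071 in CHD8/+, and adjusted p = 0.77 and 0.55 with an estimated correlation. For ash1, a trithorax gene, CHD8/+ replicate 4 had 17.1 normalized counts against 91.9 in wild type replicate 4. Against the same number in wild type, CHD8/+ replicate 3 was higher and replicates 1 and 2 lower, as was each CHD2/+ replicate. CHD8/+ replicate 4 lay at -12.3 on principal component 2, other replicate 4 libraries at 50.8 to 66.9. CHD2/+ replicate 1 lay at -8.2 on component 1, other replicate 1 libraries at -95.3 to -72.1. How far these libraries set the medians was not tested. The 34 antimicrobial and immune genes had medians of -0.42 in WDFY3/+ (adjusted p = 0.0031) and 0.61 in CHD2/+ (adjusted p = 0.046), with adjusted p = 0.88 and 0.77 from camera with an estimated correlation. BomT2, an immune-induced peptide gene, had a log2 fold change of -1.73 in WDFY3/+ (adjusted p = 1 from limma). The 12 cuticle and trachea genes had a median of 1.83 in CHD8/+ (adjusted p = 3.5e-11 from camera, adjusted p = 0.12 with an estimated correlation) and 0.75 in CHD2/+ (adjusted p = 0.042, and adjusted p = 0.77 with an estimated correlation). In CHD8/+ 0 of them were called and 8 were higher when adjusted over the list alone. Of 18 such genes measured, these 12 passed the filter. A gene could pass it through the 4 libraries with the highest cuticle markers alone, which favours a rise in CHD8/+. Crys, a crystallin of the corneal lens, averaged 646 normalized counts in wild type and 2307 in CHD8/+ (log2 1.75, adjusted p = 0.19 from limma, 0.048 with replicate number as a block and 0.042 without CHD8/+ replicate 1). The 23 muscle genes had a median of 0.54 in CHD8/+ (adjusted p = 1e-05 from camera, adjusted p = 0.12 with an estimated correlation), with 0 called and 0 adjusted over the list alone. These markers were uneven between libraries. The cuticle genes averaged 7.41, 7.08 and 6.19 on the log2 scale in CHD8/+ replicates 2, 3 and 4, and 5.01 or less in each library but these and CHD2/+ replicate 2.

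**Figure D2:**
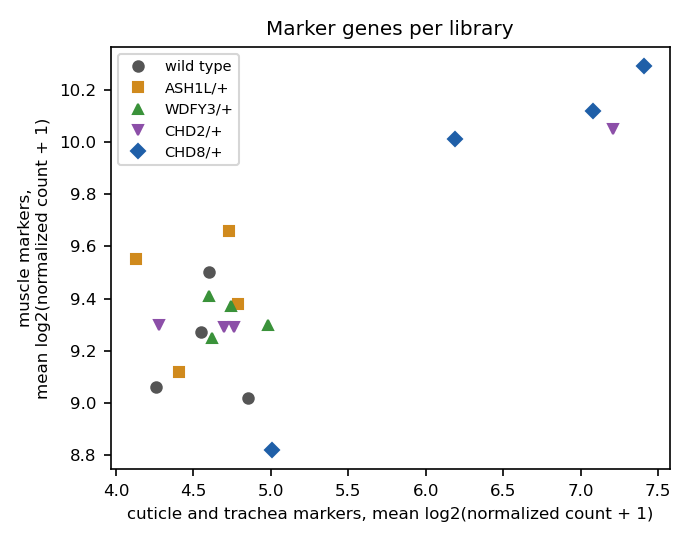
Mean log2 level of the muscle markers against that of the cuticle markers, 1 point for each of the 20 libraries, coloured by genotype. CHD8/+ replicates 2, 3 and 4 and CHD2/+ replicate 2 lie above 10 for muscle and above 6 for cuticle.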

The patterns of gene dysregulation do not predict any pattern of genetic interactions documented in our systems-genetic analysis. Finally, while there are genes that are commonly dysregulated in multiple ASD gene orthologs, there are only two genes that are commonly down-regulated in all four ASD mutants (*FBgn0027578* [*Nepl21*] and *FBgn0037166* [*CG11426*]) (Figure 7C). 

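CG11426 fell in each of the 4 mutants. Nepl21 had a lower mean in each of them, and without replicate number in the fit it passed the test in CHD8/+ alone. That is no difference between the mutants, since Nepl21 was not called between any pair of them. Mutation and stock go together in these comparisons. Every mutant library lay below every wild type library for both genes. CG11426 is on chromosome 3L of BDGP6 from 22470556 to 22473509, beside its relative CG11425, with which it may share reads. Its level was 222 ± 144 normalized counts (SD, n = 4) in wild type, 31.5 ± 5.34 in ASH1L/+, 30.6 ± 4.74 in WDFY3/+, 37.7 ± 6.31 in CHD2/+ and 34.4 ± 2.76 in CHD8/+ (SD, n = 4 each). The log2 fold changes were -2.60, -2.64, -2.35 and -2.47 (standard error 0.31), with adjusted p = 0.00017, 0.00027, 0.0008 and 0.00038 from limma with Benjamini-Hochberg adjustment. With only each mutant and wild type in the fit, the adjusted p of CG11426 was 0.095 in ASH1L/+, 0.057 in WDFY3/+ and 0.074 in CHD2/+ from limma. Without replicate 2 in every genotype, a setting chosen after seeing the data, it was 0.062 in CHD2/+. Nepl21 is on chromosome 3R from 28883693 to 28886015. Its level was 238 ± 101 normalized counts (SD, n = 4) in wild type and 53.04 ± 6.95 (SD, n = 4) in CHD8/+, a log2 fold change of -2.06 (standard error 0.43, adjusted p = 0.047 from limma, 0.0068 with replicate number as a block). In the other mutants the log2 fold changes of Nepl21 were -1.42 in ASH1L/+, -1.69 in WDFY3/+ and -0.99 in CHD2/+, with adjusted p = 0.71, 0.32 and 0.67 from limma. The level of Nepl21 was 93.4 ± 51.4, 79.1 ± 45.5 and 112 ± 12.9 normalized counts (SD, n = 4) in these 3. The call of Nepl21 in CHD8/+ was lost when any one of the 8 libraries was left out, at adjusted p = 0.068, 0.12, 0.20 and 0.12 without CHD8/+ replicates 1 to 4 and 0.068, 0.22, 0.20 and 0.083 without wild type replicates 1 to 4 from limma.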

*FBgn0027578* encodes a metalloprotease of the Neprilysin family, with homology to endothelin converting enzyme one in human, of unknown function in the nervous system. *FBgn0037166* encodes phosphatidic acid phosphatase type 2, which is expressed in the *Drosophila* nervous system, but of unknown function. There is no obvious means to connect the down regulation of these two genes to impaired homeostatic signaling, although future experiments will explore these genes in greater depth. Furthermore, there is no clear connection between FBgn0027578 or FBgn0037166 and the roles of either PDPK1 or PPP2R5D in the nervous system. Thus, a transcriptional analysis of heterozygous ASD gene mutations alone did not allow us to make clear progress toward understanding the mechanisms of impaired PHP.

### Candidate mechanisms for impaired PHP based on differential gene expression analysis

Next, we continued with our focus on characterizing the homeostasis defect in the *CHD8/+; PPPR25D/+* double heterozygous mutant combination. 

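Heads of CHD8/+; PPP2R5D/+ flies, heterozygous for kis and for wrd, the Drosophila ortholog of PPP2R5D, gave 3 libraries of the same kind of 3' end sequencing. The level of kis was 2135 ± 714 normalized counts (SD, n = 3) and that of wrd 445 ± 104 (SD, n = 3) in these libraries. Wild type had 1308 ± 869 for kis and 458 ± 11.2 for wrd (SD, n = 4), and CHD8/+ had 1191 ± 989 and 402 ± 36.7 (SD, n = 4). The authors deposited the normalized counts of the double heterozygote in a table of its own, of which 12476 genes are also in the tables of the other genotypes. Its totals are 4718533, 4954396 and 4989777 normalized counts, and the estimated depth is 3.74 to 5.91 M reads (median 4.97 M). Of 7757 genes, 2796 differ over 2-fold between its mean and the wild type mean, against 286 between CHD8/+ and wild type. The table was scaled separately, so no test was made across tables. Instead, each gene was divided by RpL32, the reference transcript of the study's qPCR, within each library, and the log2 ratios were compared between genotypes. Genotype, table and annotation go together and cannot be told apart. The PPP2R5D/+ libraries are not analysed here.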

We repeated the RNAseq differential gene expression analysis comparing the double heterozygous condition to three control conditions, inclusive of wild type and each single heterozygous mutant alone. In this manner, we sought to identify synergistic effects on gene expression that could not be accounted for in either single heterozygous mutant alone (Figure 7D,E). As expected, many of the differentially expressed genes documented in the double heterozygous mutant, when compared to wild type, could be accounted for by subsequent comparisons to each single heterozygous mutant. However, a small number of genes (14 genes; 5 upregulated and nine downregulated) appear to be synergistically differentially expressed in the double heterozygous mutant compared to all three control conditions (Figure 7D,E). We successfully replicated altered expression of four genes in the double heterozygous mutant combination by quantitative RT-PCR (Figure 8A,B). Of these genes, *CREG* stood out as being robustly and dramatically up-regulated. 

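CREG stood higher relative to RpL32 in the double heterozygote than in wild type on average, by 1.15 on the log2 scale. It did not stand higher than in CHD8/+, at a difference of -0.32. CREG had 267 ± 36.0 normalized counts (SD, n = 3) in the double heterozygote. Its log2 ratio to RpL32 was -6.08 ± 0.79 (SD, n = 4) in wild type, -4.61 ± 0.75 (SD, n = 4) in CHD8/+ and -4.93 ± 0.36 (SD, n = 3) in CHD8/+; PPP2R5D/+. The ratios of the double heterozygote and wild type overlap. RpL32 itself had 2850 ± 399 normalized counts (SD, n = 4) in wild type, 2823 ± 649 (SD, n = 4) in CHD8/+ and 8162 ± 988 (SD, n = 3) in the double heterozygote. Relative to Act5C, alphaTub84B and the sum of all genes, every double heterozygous library lay above every wild type and every CHD8/+ library. Against wild type CREG was higher by 3.06, 2.27 and 2.33 with these references, and against CHD8/+ by 1.79, 1.47 and 1.04. Relative to Gapdh1 the differences were 0.70 from wild type and -0.19 from CHD8/+. Gapdh1, like RpL32, stood higher in the double heterozygote, at 4900 ± 686 normalized counts (SD, n = 3). It had 1298 ± 404 in wild type and 1923 ± 654 in CHD8/+ (SD, n = 4 each). In wild type, CHD8/+ and the double heterozygote, Act5C averaged 3700, 4126 and 2663, and alphaTub84B 4825, 7815 and 6391. The differences of CREG carry no p-value, since genotype and table go together. From its RNAseq and qPCR the paper states that CREG stood out among 4 altered genes as robustly up-regulated.

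**Figure D3:**
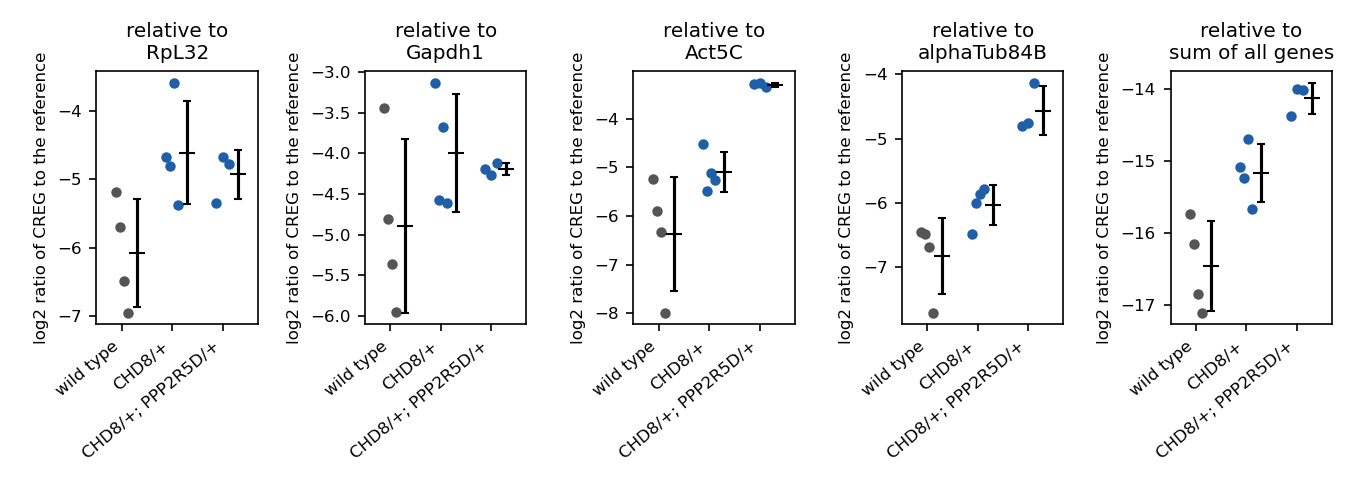
Log2 ratio of CREG to RpL32, Gapdh1, Act5C, alphaTub84B and the sum of all genes in each library of wild type (n = 4), CHD8/+ (n = 4) and CHD8/+; PPP2R5D/+ (n = 3), with bars at the mean ± SD. The double heterozygote minus CHD8/+ is -0.32 for RpL32, -0.19 for Gapdh1 and 1.79 for Act5C.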

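CREG encodes a glycoprotein of endosomes and lysosomes, and its level was higher in every CHD8/+ library than in every wild type library. It averaged 118 ± 44.0 normalized counts (SD, n = 4) in CHD8/+ and 43.6 ± 17.6 (SD, n = 4) in wild type. CREG (FBgn0025456) is on the minus strand of chromosome 3R of BDGP6 from 17393272 to 17394640. The log2 fold change was 1.44 (standard error 0.45), with an adjusted p = 0.46 from limma with Benjamini-Hochberg adjustment over 9588 genes. With replicate number as a block the log2 fold change was again 1.44 (standard error 0.32), with an adjusted p = 0.043 from limma. The pairing behind this block is weak for CHD8/+ replicates 3 and 4. They correlated with the same-numbered wild type libraries at 0.28 and 0.21, and best with wild type replicates 4 and 3. An exact permutation test of the 4 CHD8/+ and 4 wild type libraries gave a two-sided p = 0.029, the smallest that 4 against 4 allow, which follows from the separation of the libraries, and the study chose CREG on these samples. The wild type libraries had 63.1, 52.5, 35.2 and 23.6 normalized counts of CREG in replicates 1 to 4. With the mean level of cuticle and muscle markers, which is high in CHD8/+ replicates 2, 3 and 4, as a covariate chosen after seeing the data, the log2 fold change of CREG was 1.34 (adjusted p = 1 from limma).

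**Figure D4:**
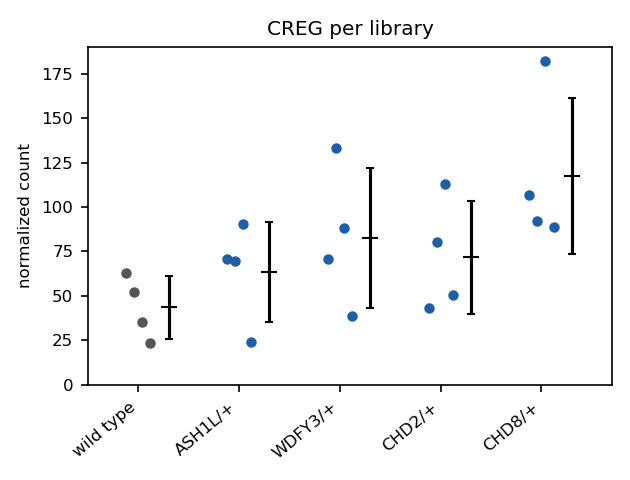
Normalized counts of CREG in each library of wild type and the 4 heterozygous mutants, with bars at the mean ± SD (n = 4). The CHD8/+ libraries lie between 88.6 and 182, and the wild type libraries between 23.6 and 63.1.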

Upon closer inspection, *CREG* showed a slight, but significant, up-regulation in the *CHD8/+* mutant (Figure 7A), and this was enhanced by the presence of the heterozygous *PPP2R5D/+* mutation (Figure 7E, left). Next, we confirmed the up-regulation of *CREG* in the third instar larval central nervous system by quantitative RT-PCR (Figure 8—figure supplement 1B). Finally, we took advantage of a previously published gene expression data set (Parrish et al., 2014) and document *CREG* expression in motoneurons throughout embryonic and larval development. *CREG* is strongly expressed in embryonic motoneurons (20–24 hr after egg laying – AEL), after which expression levels plummet (Figure 8—figure supplement 1A).

**Figure 8.**
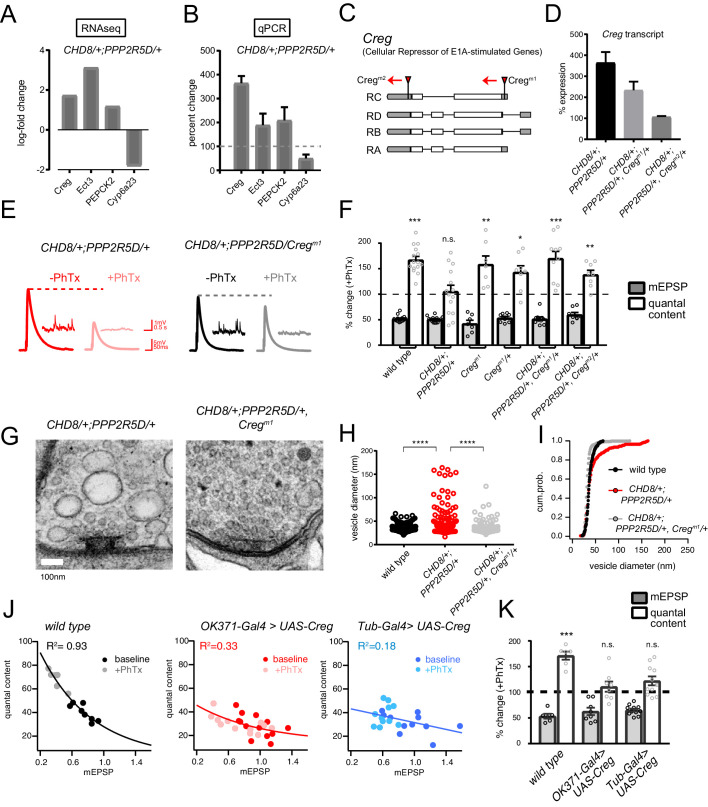
*CREG* is a homeostatic repressor that blocks PHP and regulates synapse ultrastructure. (**A**) Quantification of transcriptional changes calculated by RNAseq for four genes (*CREG*, *Ect3*, *PEPCK2* and *Cyp6a23*) in *CHD8*/+; *PPP2R5D*/+ double heterozygous mutant versus wild-type. (**B**) Quantification of the transcriptional changes for the same genes in (**B**) by qPCR. (**C**) Schematic of the *Drosophila CREG* locus. The positions of two transposon insertion mutations are shown (red triangles). (**D**) Average *CREG* transcript levels calculated by qPCR are shown for the indicated genotypes **E**) Representative EPSP and mEPSP traces for indicated genotypes. (**F**), Bar graph (right) shows percent change in mEPSP (black filled) and quantal content (no fill) (+ / - PhTx). Sample size indicated as (–PhTx/+PhTx): ***wild type*** n = 17/15; *CHD8/+; PPP2R5D/+* n = 11/14; *Creg^M1^* n = 8/7; *Creg^M1^/+* n = 8/8; *CHD8/+; PPP2R5D/+*; Creg^M1^/+ n = 8/10; *CHD8/+; PPP2R5D/+*; Creg^M2^/+ n = 8/8. (**G**) Representative electron microscopy images of individual active zones from indicated genotypes (double heterozygous mutant at left, triple heterozygous mutant at right). Scale bar:100 nm. (**H**) Individual data points (vesicle size) shown for indicated genotypes. (**I**) Cumulative probability distribution of vesicle size for genotypes shown in (**H**). Sample sizes for (**H, I**): Animal number: *wild type* N = 2, *CHD8/+; PPP2R5D/+* N = 3; *CHD8/+; PPP2R5D/+; Creg^M1^/+* N = 3. Active zone number: in same genotypic order n = 12, n = 14, n = 12; Vesicle number n = 97, n = 89, n = 112. (**J**) Scatter plots of quantal content (*y* axis) versus mEPSP amplitude (*x* axis) for *wild type* (left), *OK371-Gal4 > UAS* Creg (middle, red) and *Tub-Gal4 >UAS* Creg (right, blue). Fits as indicated. R^2^ values as indicated (calculated based on linear fit). (**K**) Percent change in mEPSP (gray bars) and quantal content (red bars) in presence of PhTx compared to baseline. Sample sizes as in (**F**), *wild type* n = 8/6; *OK371-Gal4 > *UAS) Creg n = 14/12; *Tub-Gal4 >*UAS) Creg n = 11/11. n.s. p>0.05, **p<0.01, ***p<0.001, ****p<0.0001.

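Ect3, which encodes a beta-galactosidase, stood higher and Cyp6a23, a cytochrome P450, stood lower relative to RpL32 in every double heterozygous library than in every wild type library. Pepck2, a phosphoenolpyruvate carboxykinase, overlapped between the genotypes. Differences of the double heterozygote carry no p-value, since genotype and table go together and cannot be told apart. RpL32 itself averaged 8162 normalized counts in the double heterozygote and 2850 in wild type, which lowers each ratio to it. Ect3 had 3.23 ± 3.50 normalized counts (SD, n = 4) in wild type, 54.1 ± 22.5 (SD, n = 4) in CHD8/+ and 321 ± 118 (SD, n = 3) in CHD8/+; PPP2R5D/+. Wild type replicate 4 had 0, so the size of the log2 differences of Ect3 from wild type depends on the 1 added to each value. Its log2 ratio to RpL32 was higher by 5.15 in the double heterozygote than in wild type and by 1.02 than in CHD8/+. Between CHD8/+ and wild type, Ect3 had a log2 fold change of 4.10 (adjusted p = 0.047 from limma with Benjamini-Hochberg adjustment). Without CHD8/+ replicates 1 to 4 that adjusted p was 0.068, 0.19, 0.17 and 0.12 from limma, and without wild type replicates 1, 3 and 4 it was 0.068, 0.20 and 0.23. Cyp6a23 had 113 ± 65.6 normalized counts (SD, n = 4) in wild type, 135 ± 100.0 (SD, n = 4) in CHD8/+ and 30.3 ± 21.9 (SD, n = 3) in the double heterozygote. The ratio of Cyp6a23 to RpL32 was lower in the double heterozygote, with log2 differences of -3.70 from wild type and -3.77 from CHD8/+, while with Act5C as the reference its libraries overlapped those of wild type. It may share reads with its paralog Cyp6a17. Pepck2 had 61.7 ± 21.4 (SD, n = 4), 104 ± 70.1 (SD, n = 4) and 124.1 ± 52.9 (SD, n = 3) normalized counts in wild type, CHD8/+ and the double heterozygote. Its log2 ratio differed by -0.55 from wild type and -1.10 from CHD8/+ with RpL32 as the reference, and the difference from wild type was -1.0 with Gapdh1, 1.36 with Act5C, 0.57 with alphaTub84B and 0.63 with the sum of all genes.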

**Figure 8—figure supplement 1.**
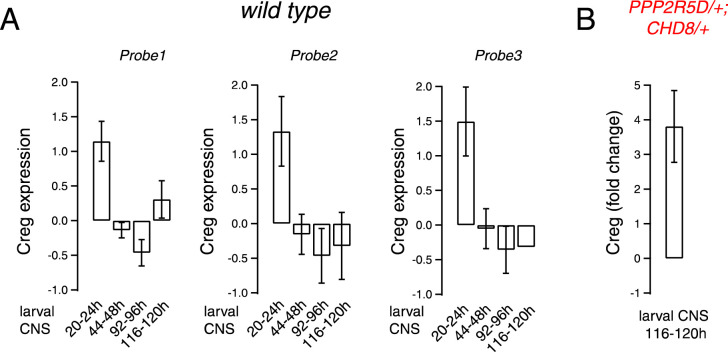
Expression levels of *CREG* during *Drosophila* larval development. (**A**) CREG expression levels measured in larval CNS by microarray (log2) across different developmental time points with three different probes (see from which data are derived). (**B**) Quantification of CREG expression levels for the *CHD8/+; PPP2R5D/+* double mutant compared to *wild type* by qPCR (tissue source is larval CNS).

**Figure 8—figure supplement 2.**
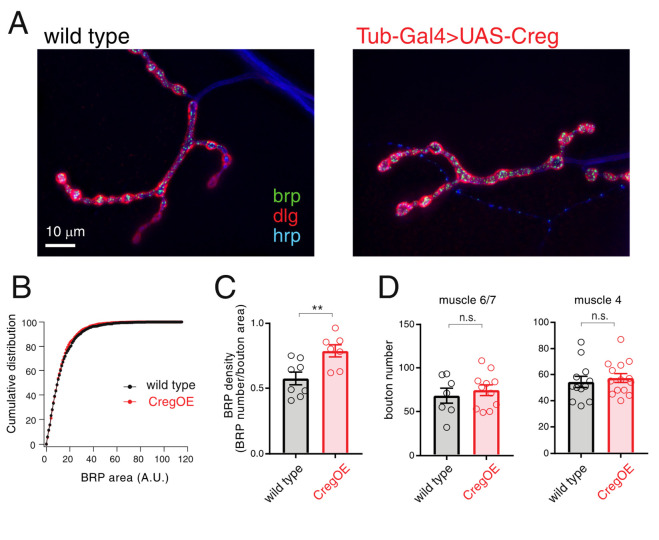
CREG overexpression does not substantively alter NMJ anatomy. (**A**) Immunostaining of *wild type* (left) and *Tub-Gal4 >UAS* Creg (right; CregOE) larval NMJ for Brp, DLG and HRP as indicated. (**B**) Cumulative distribution plot of BRP area for *wild type* (black) and *CregOE*. (**C**) Quantification of BRP density calculated by dividing the number of BRP positive puncta to the number of boutons. (**D**) Quantification of bouton numbers in muscle 6/7 (left) and muscle 4 (right) for the wild type (black) and *CregOE* (red). Student’s t-test, two tailed; n.s. p>0.05; **p<0.01.

**Figure 8—figure supplement 3.**
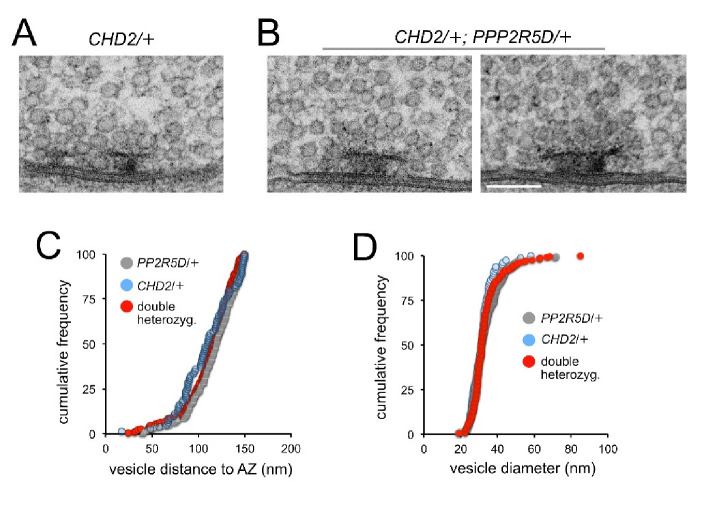
Ultrastructure analysis of the *CHD2/+; PPP2R5D/+* double heterozygous mutant. (**A**) Representative example of the *CHD2/+* single heterozygous mutant NMJ. (**B**), Two representative examples of the double heterozygous mutant. The membranes of the synaptic cleft are clearly defined as are clusters of synaptic vesicles of typical morphology and the electron dense T-bar structures. (**C**) Quantification of vesicle distance to the active zone for all vesicles within 150 nm radius of the T-bar centroid. (**D**) Quantification of the distribution of synaptic vesicle sizes for the indicated genotypes. Sample sizes: ***PPP2R5D/+*** = 2 animals, 31 active zones and 228 vesicles; ***CHD2/+*** = 2 animals, seven active zones and 81 vesicles; ***PPP2R5D/+; CHD2/+*** = 3 animals, 22 active zones and 204 vesicles.

### *CREG* is a homeostatic repressor

*CREG* (Cellular Repressor of E1A-stimulated Genes) encodes an endosomal/lysosomal localized glycoprotein that is linked to stress responses in other systems as well as to the homeostatic maintenance of the vascular epithelium (Ghobrial et al., 2018; Kowalewski-Nimmerfall et al., 2014). Mammalian orthologs are expressed in the brain (Yang et al., 2011). However, *CREG* function has never been addressed in the nervous system of any organism. Given that we observe a strong synaptic internal membrane phenotype in the *CHD8+; PPP2R5D/+* double heterozygous mutant, and given that CREG localizes to the endo-lysosomal system, we chose to study *CREG* in greater detail, asking if it is causally involved in PHP.

Two independent transposon insertion mutations were identified, residing in the *Drosophila CREG* gene locus (Figure 8C). The *CREG^M1^* transposon completely abolishes *CREG* expression and a heterozygous *CREG^M1^/+* mutant reduces *CREG* expression (*CREG^M1^* = zero expression compared to wild type, 3 biological and three technical replicates; *CREG^M1^/+* = 51.5 ± 3.1% wild type expression, 3 biological and three technical replicates). Next, we generated a triple heterozygous mutant combination (*CHD8+; PPP2R5D/+, CREG^M1^/+*) and find that the *CREG^M1^/+* allele attenuates the up-regulation of *CREG* gene transcript in the triple heterozygous mutant background, a suppression effect of approximately 50%, as predicted (Figure 8D). Then, we repeated this analysis with the *CREG^M2^* allele. This allele has a minor effect on baseline *CREG* expression (73.2 ± 2.7% wild type expression, 3 biological and three technical replicates). However, we discovered that this transposon insertion caused a complete block of *CREG* up-regulation in the triple heterozygous mutant combination, suggesting that this transposon insertion, residing in 3’ UTR, may disrupt a transcription regulatory motif (Figure 8D).

Next, we asked whether the triple heterozygous mutant combinations, in which *CREG* up-regulation is either attenuated or abolished, would rescue the expression of homeostatic plasticity and synaptic ultrastructure. In both triple mutant combinations (*CHD8+; PPP2R5D/+*, *CREG^M1^/+*) and (*CHD8+; PPP2R5D/+*, *CREG^M2^/+*), the expression of PHP is fully rescued (Figure 8E,F). These data are consistent with the conclusion that the abnormally enhanced levels of *CREG* transcription are responsible for the block of homeostatic plasticity seen in the double heterozygous mutant combination. If true, then we might also see rescue of the ultrastructural phenotype in the *CHD8+; PPP2R5D/+*, *CREG^M1^/+* triple mutant. Indeed, this is the case (Figure 8G). We observe full rescue of synaptic ultrastructure. Thus, preventing the dramatic up-regulation of *CREG*, without abolishing *CREG* expression, is sufficient to restore membrane trafficking and PHP to the presynaptic nerve terminal of the *CHD8+; PPP2R5D/+* double mutant combination.

It is possible that CREG is a novel suppressor of PHP. However, it is also possible that CREG mediates this effect only in the context of the other two heterozygous mutations. To address this possibility, we generated a *UAS-CREG* transgenic line, allowing cell-type specific overexpression of the *CREG* gene. Over-expression of *CREG* in a wild type background using either a ubiquitously expressed source of GAL4 (*tubulin-GAL4*), or a GAL4-line that is selective to motoneurons (*OK371-GAL4*), causes a complete block of PHP (Figure 8J–K). As a control for adverse developmental effects of *CREG* overexpression, we analyzed NMJ anatomy and find no substantive effects on NMJ growth or morphology that could account for the absence of PHP (Figure 8—figure supplement 2).

Finally, we assessed the consequences of the heterozygous and homozygous loss of function mutations on baseline neurotransmission and PHP. The *CREG^M1^* allele abolished expression (see above) and is the focus of these analyses. Neither the heterozygous nor homozygous animals affected expression of PHP (Figure 8F). The *CREG^M1^/+* heterozygous animals had no effect on baseline transmission compared to wild type (*wild-type* QC = 40.8 ± 2.2 n = 10; *CREG^M1^/+* QC = 38.6 (±3.0) n = 8; Student’s t-test; p>0.5). The *CREG^M1^* homozygous allele decreased baseline transmission by ~18% (*CREG^M1^* QC = 33.5 ± 3.0 n = 8; p=0.02). Clearly, neither baseline release nor PHP are potentiated, demonstrating that the rescue of PHP in the triple heterozygous mutant condition cannot be considered an additive effect of the heterozygous *CREG^M1^* mutation. Taken together, our data are consistent with the conclusion that *CREG* is a homeostatic repressor, one of very few identified to date (Spring et al., 2016). This finding underscores the complexity of interpreting the double heterozygous mutant combinations that cause blockade of PHP.

### Assessing the generality of CREG as a mechanism for impaired PHP

In mammals, there are two *CREG* genes and *CREG2* is expressed in the brain (Yang et al., 2011). A recent study provides evidence that *CREG2* expression is enhanced in layer four excitatory neurons, isolated from human postmortem ASD patient brain tissue (Velmeshev et al., 2019), suggesting possible relevance. This fact prompted us to ask whether over-expression of *CREG* is the primary mechanism responsible for the disruption of PHP, or whether it is just one of many. 

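CREG averaged 63.6 ± 28.1 normalized counts (SD, n = 4) in ASH1L/+, 82.6 ± 39.1 (SD, n = 4) in WDFY3/+ and 71.8 ± 31.6 (SD, n = 4) in CHD2/+. The level of CREG in WDFY3/+ and ASH1L/+ lay above every wild type library in 3 of 4 libraries each, and in CHD2/+ in 2 of 4. The log2 fold changes of CREG from wild type were 0.48 in ASH1L/+, 0.87 in WDFY3/+ and 0.70 in CHD2/+ (standard error 0.45). None passed the test, with adjusted p = 1, 1 and 0.71 from limma with Benjamini-Hochberg adjustment. Exact permutation tests of 4 against 4 libraries gave two-sided p = 0.34 for ASH1L/+, 0.11 for WDFY3/+ and 0.20 for CHD2/+. CREG was higher than in the wild type library of the same replicate number in 4 of 4 libraries of ASH1L/+ and of WDFY3/+, and with this number as a block the adjusted p from limma was 0.91 and 0.56. Of genes changed 2-fold in simulated data with the spread of these libraries, 10% to 18% were called without the block.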

Our existing gene expression analysis demonstrates that *CREG* is not up-regulated in the other heterozygous mutations (*ASH1L* or *CHD2* or *WDFY3*; Figure 7). This was extended to the *PDPK1/+* mutant and, again, *CREG* levels are not increased. Finally, we analyzed two additional double heterozygous mutant combinations (*PDPK1/+* with *CHD2/+* as well as *PPP2R5D/+* with *CHD2/+*). CREG was not up-regulated compared to single heterozygous controls. Finally, we repeated the ultrastructural analysis for a second genetic combination (*PPP2R5D/+* with *CHD2/+*). No phenotype of enlarged vesicles or endomembranes was observed (Figure 8—figure supplement 3). From these data, we conclude that the aberrant over-expression of *CREG* is not a universal cause of impaired PHP in the double heterozygous interactions. In the future, a systematic test of all genetic combinations identified in our screen may define whether CREG over-expression is unique to a single genetic interaction or whether it is reflected in a subset of gene interactions.

## Discussion

In this study, we make several fundamental advances. First, we provide evidence that mutations in multiple different ASD-associated genes sensitize homeostatic plasticity to fail (Figure 9A,B). Second, using genome-scale forward genetics and subsequent systems-genetic analyses, we identify the first phenotypic modifiers that *commonly enhance* five different ASD-associated gene mutations, causing a specific failure of PHP (Figure 9A). Third, we identify *PDPK1* and *PPP2R5D* as common phenotypic modifiers of multiple ASD-associated genes and, thereby, define a mechanistic link between synaptic transmission, PHP and chromatin remodeling complexes in the neuronal nucleus (Figure 9A). Finally, we define how PHP fails at the intersection of an ASD-associated gene mutation and phenotypic modifier. The mechanism is unexpected, involving the maladaptive up-regulation of a novel repressor of homeostatic plasticity (CREG) (Figure 9C). We demonstrate that up-regulation of *CREG* cannot explain other gene-gene interactions, underscoring the potential complexity of gene-gene interactions and the common failure of PHP. Regardless of potential mechanistic complexity, our data argue that impaired PHP may be a common pathophysiological effect downstream of LOF mutations in five different ASD-associated genes. If our data can be extended to additional ASD genes, and to other experimental systems including human neurons, then it may be possible to use this information to advance therapeutic approaches that modify ASD phenotypic severity regardless of the underlying genetic mutation(s) that confer risk for ASD.

**Figure 9.**
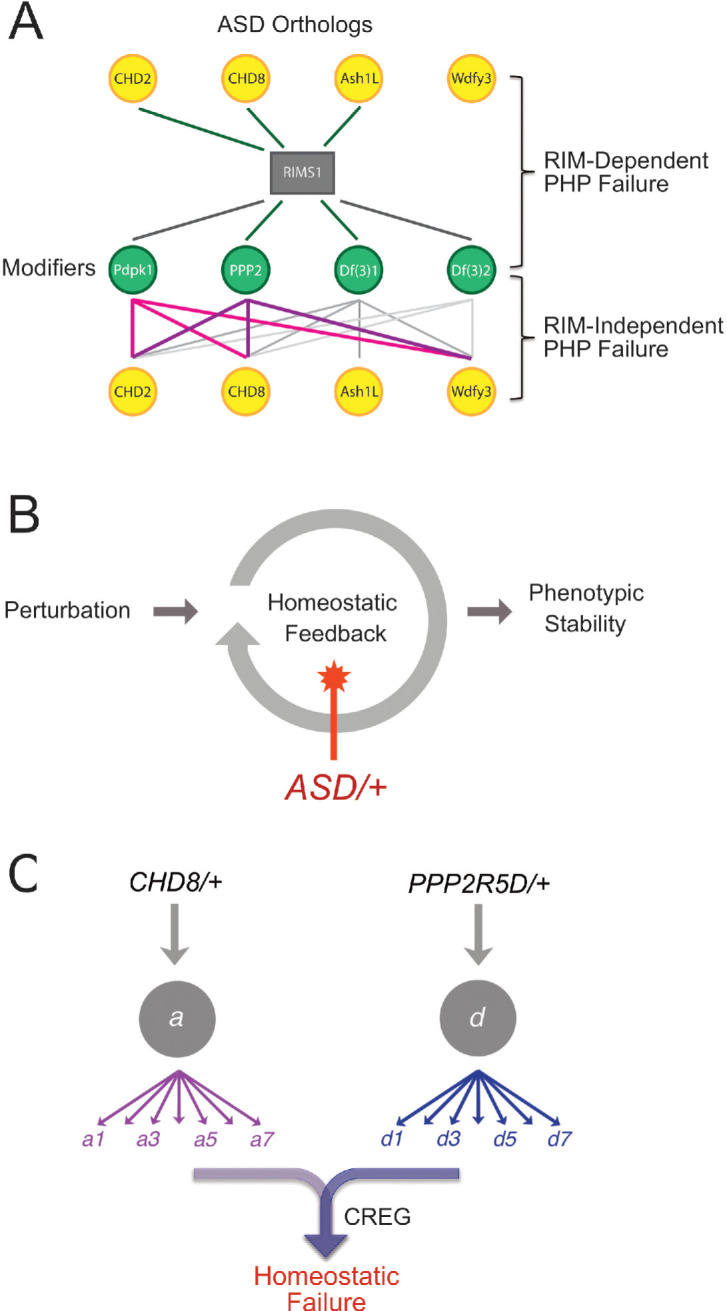
Summary and Model. (**A**) Summary of genetic interactions. *RIMS1* interacts with three of four ASD gene orthologues, impairing PHP. *RIMS1* interactions identified in a genetic screen as modifiers are shown below in green. Each modifier interacts with multiple ASD heterozygous mutations in a *RIMS1* independent manner, disrupting PHP. The data present a complex network of gene-gene interactions (yellow and green) that diminish the robustness of PHP. Df(3)1 refers to *Df(3)7562* and Df(3)2 refers to *Df(2)24953*. (**B**) Homeostatic signaling systems robustly ensure stable neural function. However, the homeostatic signaling system itself is sensitive to genetic perturbation. We demonstrate that PHP is sensitive to mutations in multiple genes that were identified as ASD risk factors. In at least one instance, this is due to the up-regulation of a PHP interfering factor (*CREG*) and the red star indicates this a possible mechanisms more generally. (**C**) Complexity of interpreting double heterozygous gene-gene interactions. Signaling systems are not blocked by heterozygous gene mutations, but are likely to be attenuated to some degree. The combined effect of two higher-order heterozygous gene mutations creates a downstream, intersectional effect that is very difficult to predict. In the case of this paper, we succeeded in identifying a novel intersection causing up-regulation of *CREG*, which disrupts the homeostatic signaling system.

The loss or impairment of PHP could contribute to the phenotypic penetrance of an ASD gene mutation in multiple ways. Impaired PHP is expected to render the nervous system less robust to perturbation including the effects of environmental stress, immunological stress, or genetic mutation (Davis, 2013; Davis, 2006). If an ASD-associated gene mutation leads to neural developmental defects, then loss of PHP would be expected to exacerbate the functional consequences. According to the same logic, loss of PHP might enhance the adverse effects of environmental or immunological stress, both of which are thought to contribute to ASD pathophysiology (Beversdorf et al., 2018; Modabbernia et al., 2017). Finally, loss of PHP could be relevant to the appearance or severity of ASD comorbidities, including epilepsy.

It should be emphasized that failed homeostatic plasticity cannot be determined by simply assessing the phenotype of a heterozygous ASD-associated gene mutation. The observation of a phenotype, such as altered E/I balance or impaired neurotransmission, could reflect failure of homeostatic plasticity, or it could reflect the outcome of successful homeostatic mechanisms that constrained a phenotype that might otherwise have been more severe (Davis, 2013; Kulik et al., 2019). Ultimately, the loss or impairment of homeostatic plasticity can only be determined by a direct test of homeostatic robustness; specifically referring the ability of a neuron, synapse or neural circuit to respond to a perturbation and sustain normal function in the continued presence of the perturbation (Davis, 2013; Davis, 2006). Thus, our data set the stage for similar analyses in other model organisms, potentially extending the connection between ASD-associated gene mutations and the robustness of PHP or other forms of homeostatic plasticity.

### The specificity of gene-gene interactions that cause PHP to fail

The genetic interactions that we document in our study appear to be highly specific. First, our genetic screen was based on the use of deficiency chromosomes that uncover 5–50 genes each, rendering those genes heterozygous. Thus, each deficiency can be considered to test pairwise gene-gene interactions among all the genes contained in the deficiency. According to this logic, we tested in excess of 50,000 double heterozygous gene combinations and discovered only 20 interactions that cause PHP to fail. Although it is unlikely that genes are completely randomly distributed throughout the genome, this calculation still has merit and emphasizes the rarity of gene-gene interactions that cause PHP to fail. In addition, we found no correlation between the number of genes deleted in a heterozygous deficiency and the impairment of PHP. Thus, the likelihood of a genetic interaction does not increase with the number of genes that are rendered heterozygous. Finally, it should be emphasized that PHP is a robust physiological process that is not unusually susceptible to the effects of genetic mutations. Previously, forward genetic have observed low rates of gene discovery. Two such screens tested transgenic RNAi against nearly every kinase and phosphatase encoded in the *Drosophila* genome, a gene set that includes prominent signaling proteins, the majority of which had no effect on PHP induction or expression (Brusich et al., 2015; Hauswirth et al., 2018). With this information as a background, the identification of genes that commonly enhance multiple ASD genes, causing PHP to fail, seems extraordinarily.

### The rapid induction versus long-term expression of PHP

There are two well-established methods to induce expression of PHP. Application of PhTx induces PHP within minutes, a process that can be maintained for hours (Frank et al., 2006). In addition, a mutation in the non-essential *GluRIIA* subunit of postsynaptic glutamate receptors drives persistent expression of PHP. Since the *GluRIIA* mutation is present throughout the life of the organism, it is inferred that this reflects the long-term maintenance of PHP. Although this distinction reflects only the duration of the perturbation (acute versus genetic), recent work does argue that the acute induction of PHP may transition to another long-term expression mechanism (Harris et al., 2018; Harris et al., 2015). Indeed, screens based on the acute versus long-term PHP have identified different candidate genes, even when screening a common transgenic RNAi collection (Brusich et al., 2015; Hauswirth et al., 2018).

It remains unknown whether one form of PHP is more relevant regarding the intersection of homeostatic plasticity with diseases or disorders of the nervous system. In the present study, the acute induction of PHP can be considered a type of ‘stress test’. If the rapid induction of PHP fails, we can infer that the neurons are less robust to perturbation. In the future, it will be interesting to systematically determine whether the gene-gene interactions identified here also uniformly perturb PHP induced by the *GluRIIA* mutation. However, such an analysis is beyond the scope of the present study.

### Common phenotypic enhancers of multiple ASD gene orthologs

How can the existence of common phenotypic modifiers be explained? We began our study with the demonstration that heterozygous LOF mutations in four unrelated ASD-associated genes including *RIMS1* (presynaptic scaffolding protein), *CHD8* (chromatin helicase), *CHD2* (chromatin helicase) and *ASH1L* (transcriptional activator and histone methyltransferase), all sensitize the expression of PHP to fail (Figure 1, Figure 1—figure supplement 2, Figure 9B). One possibility, therefore, is that PHP is commonly sensitized to fail by heterozygous LOF mutations in each of the five ASD gene orthologs that we chose to study. If so, then a phenotypic modifier that interacts with one of these genes might also be expected to commonly interact with the other ASD genes. In other words, commonality arises because of the unexpected finding that each ASD gene ortholog has an activity that, when diminished, impairs the robustness of PHP. Our data generally support this model, given that three of four ASD genes interact with *RIMS1* to block PHP. According to this model, we provide the first evidence that sensitization of PHP is a common pathophysiological effect downstream of multiple ASD genes with, as yet, unrelated biological activities.

The finding that ASD gene mutations sensitize PHP to fail does not require that each ASD gene participate in the actual mechanisms of PHP. *RIMS1* is a core component that is required for PHP (Müller et al., 2012). However, a gene such as *CHD8* might compromise PHP indirectly by causing some form of cellular stress that interacts with the mechanisms of PHP (Figure 8J,K). Indeed, it was previously demonstrated that simultaneous induction of two different forms of homeostatic plasticity creates interference and homeostatic failure (Bergquist et al., 2010). The same argument can apply to the novel class of common phenotypic modifiers. Some modifiers may represent core components of PHP, including *PPP2R5D*, which seems to suppress PHP when knocked out (Figure 5—figure supplement 2). However, the *PDPK1* knockout has no effect on PHP and, therefore, may interact with the mechanisms of PHP indirectly. Thus, we cannot rule out the possibility that compounded cellular stressors occasionally intersect and cause PHP to fail.

### Novel mechanisms impair PHP; CREG-dependent suppression of PHP

We explored, in detail, how PHP fails at the intersection of *CHD8/+* and *PPP2R5D/+*. First, we discovered a profound effect on synaptic ultrastructure that was not observed in either single heterozygous mutation. This provided dramatic visual proof of a strong, genetic interaction between these two heterozygous gene mutations. Next, we demonstrate that this strong, genetic interaction is not a consequence of extensive transcriptional dysregulation. Indeed, when the effects of each heterozygous gene mutation are taken into account, only 14 genes show evidence of altered transcription. A single gene, *CREG*, was subsequently demonstrated to be the cause of impaired PHP and disrupted presynaptic membrane trafficking. Although *CREG2* is not upregulated in the heterozygous *CHD8/+* mouse, a recent study provides evidence that *CREG2* expression is enhanced in layer four excitatory neurons, isolated from human postmortem ASD patient brain tissue (Gompers et al., 2017; Velmeshev et al., 2019).

It remains to be determined how loss of *PPP2R5D* causes further dysregulation of *CREG* in the background of *CHD8/+*. One possibility is that *CREG* is a stress-response gene, and up-regulation occurs at the intersection of two cellular stresses. Other alternatives remain plausible, including a direct connection between *CHD8* and *CREG* that is modulated by PPP2R5D-mediated signaling. The biochemical and transcriptional relationships will be defined in subsequent work and are beyond the scope of our current study. The generality of this genetic interaction will also be explored. We note, for example, that *CREG* shows a mild increase only in the *CHD8/+* mutant, not in the other three ASD-associated genes (Figure 7A). This does not rule out *CREG* participating in genetic interactions involving other ASD-associated genes, but it might suggest additional mechanisms will be engaged.

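The level of CREG was compared directly between CHD8/+ and each of the other mutants. CREG was higher in CHD8/+ by 0.96 on the log2 scale than in ASH1L/+, by 0.57 than in WDFY3/+ and by 0.74 than in CHD2/+ (standard error 0.45 each). These differences of CREG had adjusted p = 1, 0.94 and 1 from limma with Benjamini-Hochberg adjustment. With replicate number as a block the adjusted p from limma was 0.27 for ASH1L/+, 0.46 for WDFY3/+ and 0.40 for CHD2/+.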

*CREG* encodes a glycoprotein that localizes within the endo-lysosomal system and may also be secreted. In mammals, there are two *CREG* genes and *CREG2* is expressed in the brain (Yang et al., 2011). There is generally more information regarding the function of *CREG1,* which is an effector of tissue homeostasis in the vascular epithelium (Ghobrial et al., 2018). In this capacity, CREG seems to function as a stress response factor, influencing the activity of several potent signaling systems (Ghobrial et al., 2018). Our current phenotypic analyses suggest that increased levels of *CREG* may directly impact the integrity of synaptic vesicle membrane recycling and, either directly or indirectly, interface with the homeostatic potentiation of vesicle release. Thus, while a full dissection of *CREG* activity remains for future studies, our data argue that *CREG* has an activity that could be directly coupled to vesicle release and recycling, an ideal situation to normally limit the homeostatic potentiation of vesicle fusion.

### Relevance and conclusions

It is well established that genetic context can profoundly influence the phenotypic severity of disease-causing gene mutations. For example, in mice, it has been shown that genetic context (strain background) influences phenotypic penetrance in an Alzheimer’s disease model (Neuner et al., 2019). In humans, systematic screening of the phenotypically normal population has identified individuals that are resistant to the effects of well-established, debilitating disease causing mutations, an effect termed ‘resilience’ that is attributed to the effects of genetic context (Chen et al., 2016; Friend and Schadt, 2014). It seems plausible that the common phenotypic enhancers, identified in our genetic screen, could represent a mechanism by which genetic context influences the phenotypic penetrance of ASD-associated gene mutations. We recognize that *PDPK1* and *PPP2R5D* have fewer than expected LOF and missense mutations in humans (http://exac.broadinstitute.org). It remains to be determined if this will be the case with additional modifier genes. Furthermore, we note that PHP is completely blocked at the intersection of ASD gene mutations and the common modifiers we identify. Therefore, subtle changes in the expression or function of common phenotypic modifiers, perhaps caused by mutations in enhancer/promoter regions, could impact expression or robustness of PHP with cascading negative phenotypic consequences. If our findings can be extended to other systems, including humans, it is conceivable that our emerging mechanistic understanding could be used to restore the beneficial effects of homeostatic plasticity and alleviate aspects of ASD phenotype, irrespective of individual genetic makeup.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*D. melanogaster*)	w1118	Bloomington *Drosophila* Stock Center	BDSC:3605	
Genetic reagent (*D. melanogaster*)	rim103	PMID:23175813		
Genetic reagent (*D. melanogaster*)	kis1	Bloomington *Drosophila* Stock Center	BDSC:431	
Genetic reagent (*D. melanogaster*)	chd1[1] and chd1 [1], chd1[wt]	PMID:21177652		
Genetic reagent (*D. melanogaster*)	ash1-mimic	Bloomington *Drosophila* Stock Center	BDSC:23524	
Genetic reagent (*D. melanogaster*)	bchs58	Bloomington *Drosophila* Stock Center	BDSC:9887	
Genetic reagent (*D. melanogaster*)	UAS-CREG	this paper		Fly carrying UAS-Creg transgene
Genetic reagent (*D. melanogaster*)	wrd104	PMID:16957085		
Genetic reagent (*D. melanogaster*)	pdk1	PMID:21930778		
Genetic reagent (*D. melanogaster*)	ok371-gal4	PMID:16378756		
Genetic reagent (*D. melanogaster*)	tubulin-gal4	PMID:21930778		
Genetic reagent (*D. melanogaster*)	3rd chromosome deficiency collection	Bloomington *Drosophila* Stock Center		
Genetic reagent (*D. melanogaster*)	Creg-m1	Bloomington *Drosophila* Stock Center	BDSC:42140	
Genetic reagent (*D. melanogaster*)	Creg-m2	Bloomington *Drosophila* Stock Center	BDSC:22800	
Genetic reagent (*D. melanogaster*)	MN1b-gal4	Bloomington *Drosophila* Stock Center	BDSC:40701	
Genetic reagent (*D. melanogaster*)	MN1s-gal4	Bloomington *Drosophila* Stock Center	BDSC:49227	
Genetic reagent (*D. melanogaster*)	uas-cd8:gfp	PMID:10197526		
Chemical compound, drug	Philanthotoxin-433	Santa Cruz Biotechnology	GH28782	
Antibody	Anti-brp (Mouse monoclonal)	Developmental Studies Hybridoma Bank	RRID:AB_2314866	IF (1:100)
Antibody	Anti-dlg (Rabbit monoclonal)	PMID:29303480		IF (1:1000)
Antibody	Cy3 anti-rabbit	Jackson Immuno-research Laboratories	RRID:AB_2338000	IF (1:500)
Antibody	Alexa488 anti-mouse	Jackson Immuno-research Laboratories	RRID:AB_2338840	IF (1:500)
Software, algorithm	Igor Pro 8.03	Wavemetrics	RRID:SCR_000325	
Software, algorithm	Graphpad PRISM 7.04	Graphpad	RRID:SCR_002798	
Software, algorithm	Adobe Illustrator CC 2018	Adobe	RRID:SCR_010279	
Software, algorithm	MiniAnalysis 6.0.7	SynaptoSoft	RRID:SCR_002184	
Software, algorithm	SlideBook 6	Intelligent Imaging	RRID:SCR_014300	
Sequence-based reagent	CREG primer	Applied Biosystems	Dm02135967_g1	
Sequence-based reagent	Ect3 primer	Applied Biosystems	Dm02139373_g1	
Sequence-based reagent	Pepck2	Applied Biosystems	Dm02366462_s1	
Sequence-based reagent	Cyp6a23	Applied Biosystems	Dm01824231_g1	
Sequence-based reagent	rpl32	Applied Biosystems	Dm02151827_g1	
Commercial assay or kit	RNeasy Plus Mini kit	QIAGEN	ID:74134	
Commercial assay or kit	SuperScript III First-Strand synthesis system	Invitrogen	Cat# 18080051	
Commercial assay or kit	TURBO DNA-free kit	ThermoFisher	Cat# AM1907	
Commercial assay or kit	TaqMan Fast Universal PCR Master Mix	Applied Biosystem	Cat# 4352042	
Commercial assay or kit	Lexogen’s Split RNA Extraction Kit	Lexogen	Cat# 008	
Commercial assay or kit	3’mRNA-Seq Library Prep Kit	Lexogen	Cat# 015	
Commercial assay or kit	Single Cell/Low Input RNA Library Prep Kit	New England Biolabs	Cat# E6420S	
Recombinant DNA reagent	pTW (Gateway vector)	DGRC	Cat# 1129	
Recombinant DNA reagent	pENTR-dTOPO Cloning Kit	Invitrogen	Cat# K240020	
Recombinant DNA reagent	Creg cDNA	Drosophila Genomics Resource Center	GH28782	

### Fly stocks

All *Drosophila* stocks were kept and raised on standard food at 25°C. *RIMS1* was previously described (Müller et al., 2012). *PPP2R5D* was a gift from Dr. Aaron Diantonio. *Chd2[1]* and *Chd2[1],Chd2^wt^* flies were gifts from Dr. Alexandra Lusser and Dr. Dmitry Fyodorov. All other *Drosophila* stocks were obtained from the Bloomington *Drosophila* Stock Center unless otherwise noted. *W1118* is used as wild-type controls. 3^rd^ chromosome deficiency fly stocks are balanced over *TM6b* and all stock are on the *W1118* background.

### Molecular biology

*Drosophila* CREG cDNA was obtained by amplifying the single open reading frame from genomic DNA by PCR and cloning directly in to the pENTR vector (Gateway Technology; Invitrogen). We engineered a CACC site in the forward primer for the subsequent Gateway reaction: forward primer for pUASt-creg: 5′ CACCATGGATTCGGACAGCACC 3′; reverse primer for pUASt-creg with a stop codon, 5′ TCA ATT CGA AAC AGC GTA ATA 3′. The final construct were sequenced to ensure there were no mutations. The creg cDNA was then cloned into proper destination vector obtained from the *Drosophila* Gateway Vector Collection (Carnegie Institution, DGRC barcode #1129). Transgenic lines were generated and mapped using standard methods.

### Electrophysiology

All current clamp recordings were performed from muscle six, at the second and third segment of the third-instar *Drosophila* with an Axoclamp 900 amplifier (Molecular Devices). The composition of the extracellular solution (HL3) is (in mM) 70 NaCl, 5 KCl, 10 MgCl_2_, 10 NaHCO_3_, 115 sucrose, 4.2 trehalose, 5 HEPES. Ca^2+^ concentration in the extracellular solution is 0.35 mM unless otherwise noted. Homeostatic plasticity was induced by incubating the larvae with Philantotoxin-433 (PhTx, 15–20 µM, Sigma) for 10 min as previously described (Frank et al., 2006; Genç et al., 2017). Quantal content calculation is made by dividing average EPSP to mEPSP. mEPSPs were analyzed with MiniAnalysis program (Synaptosoft). All other physiology data were analyzed with custom written functions in Igor 6 (Wavemetrics Inc). Data collected from a minimum of two animals from two independent crosses.

### Immunohistochemistry

Third-instar larvae were dissected, fixed in Bouin’s fixative or 4% PFA in PBS, and immunostained with previously described methods (Eaton et al., 2002; Harris et al., 2015). Third instar larvae were dissected with cold HL3 and immediately fixed with PFA (4%) and incubated overnight at 4 C with primary antibodies (rabbit anti-Dlg, 1:1000; anti-Brp 1:100, Life Technologies). Alexa-conjugated secondary antibodies were used for secondary staining (Jackson Laboratories 1:500). An inverted epifluorescence deconvolution confocal microscope (Axiovert 200, Zeiss) equipped with a 100X objective (N.A. 1.4), cooled CCD camera (CoolSnap HQ, Roper Scientific) was used to acquire images. All acquisition, deconvolution and analysis were done by Slidebook 5.0 software (3I, Intelligent Imaging). Structured illumination microscopy (Nikon LSM 710 equipped with 63X objective and Andor Ixon EMCCD camera) was used to perform Brp puncta and Dlg labeling experiments. Bouton numbers were quantified as described previously (Harris et al., 2015).

### RNA extraction and library preparation for RNA sequencing

RNA was extracted from the adult heads (5–7 days post-pupation) of heterozygous mutants of four genotypes (*ASH1L*/+ and *WDFY3*/+ and *CHD2*/+ and *CHD8*/+) and wild types with four biological replicates per group by using Lexogen’s RNA Extraction Kit (Lexogen). RNA quality was checked with Bioanalyzer (Agilent Technologies Inc) prior to library amplification. 3’mRNA-Seq Library Prep Kit for Illumina (FWD) from Lexogen was used for first strand cDNA, second strand synthesis, dsDNA purification, i7 single indexing, library amplification and final library purification. To estimate the PCR cycle numbers for library amplification, qPCR was done by using PCR Add-On Kit (Lexogen). Purified final libraries were quality tested by using Agilent Bioanalyzer 2100 with High Sensitivity DNA chips (Agilent Technologies Inc). Qubit fluorometer (ThermoFisher Scientific) was used to quantify the concentration of the final library. Barcoded libraries are then sequenced using an Illumina HiSeq 4000 at 50 bp single-end reads in the CAT genomic facility at UCSF. There was a median of 14.3 million (M) mapped reads per sample (interquartile range, IQR: 8.0 M-20.6M).

### Read mapping and quantification of gene expression

Read count and transcript per million reads mapped (TPM) were determined using Salmon software version 0.12.0. A reference genome index for Salmon was created according to developer’s instructions for the *Drosophila melanogaster* genome BDGP6 (Ensembl v92). Reads mapping and quantitation was simultaneously performed to individual transcripts.

### Differential expression across heterozygous mutant flies

Differential expression of heterozygous mutant flies was determined by pooling samples from the same genotype. Gene expression profiles between mutant and wild type were collated using the R package tximport (version 1.6.0). The R package DESeq2 (version 1.18.1) used raw gene counts to determine differentially expressed genes (DEGs) by genotype with the linear model [Gene counts ~Batch + Genotypes]. Protein coding and lincRNA genes defined by the BDGP6 were included in differential expression. Expression was adjusted for batch to account for difference between fly lines, tissue source, and library preparation. The p-values were adjusted for Benjamini-Hochberg Procedure through DESeq2 with a target alpha = 0.1, and genes were considered DEGs at FDR < 0.05 and±50% expression changes.

### Single cell Patch-seq

To obtain the cytoplasmic content of the cell, we performed whole-cell tight-seal patch clamp in motoneurons expressing GFP (Kulik et al., 2019). We established whole-cell configuration with leak currents less than 100 pA. We gently sucked the cytoplasmic content of the cell by applying a negative pressure to the patch-pipette. Then, we pulled the individual motoneuron from the tissue while visually confirming the GFP fluorescent signal at the tip of the pipette. Immediately after, we immersed the pipette tip in a test tube containing the Cell Lysis Buffer and RNAse inhibitor medium and broke the pipette tip by gently touching to the tube wall. The content of the pipette tip was ejected by applying positive pressure. We pooled 4–8 motoneurons for one reaction.

We used the Low Input RNA: cDNA Synthesis, Amplification and Library Generation kit from NEB (New England Biolabs Inc) to isolate, reverse-transcribe the RNA and prepare the libraries for sequencing. Following the reverse transcription and template switching, we amplified the cDNA by PCR. Amplified cDNA was cleaned up by using SPRI beads. The quality and quantity of the amplified cDNA was assessed by Bioanalyzer (Agilent Technologies Inc). After fragmentation and adaptor ligation, adaptor-ligated DNA were enriched with i7 primer and universal primer by PCR-amplification. Amplified libraries were quality checked by Biolanalyzer with High Sensitivity DNA chips (Agilent Technologies Inc) and the quantity was measured by Qubit fluorometer (ThermoFisher Scientific). Barcoded libraries were sequenced using an Illumina HiSeq 4000 at 100 bp paired-end reads in the CAT genomic facility at UCSF.

### Patch-seq transcriptional analysis

(Raw reads were first processed with flexbar version 3.5.0 (https://github.com/seqan/flexbar; Roehr, 2019) to remove adapters specific to the NEBNext library prep, using parameters as described in https://github.com/nebiolabs/nebnext-single-cell-rna-seq (Shtatland and Langhorst, 2018). The reads were then processed with HTStream v.1.1.0 (https://github.com/s4hts/HTStream; Hunter, 2019) to perform data QA/QC, remove Illumina adapter contamination, PCR duplicates, and low-quality bases/sequences.

The trimmed reads were aligned to the *Drosophila melonogaster* genome v.BDGP6.22 (http://ensembl.org/Drosophila_melanogaster/Info/Annotation) with annotation release version 98 using the aligner STAR v. 2.7.0e (Dobin et al., 2013) to generate raw counts per gene. On average, 93.7% of the trimmed reads aligned to the *Drosophila* genome, and 80% of the trimmed reads uniquely aligned to an annotated *Drosophila* gene.

Differential expression analyses were conducted using limma-voom in R (limma version 3.40.6, edgeR version 3.26.7, R 3.6.1). Prior to analysis, genes with fewer than five counts per million reads in all samples were filtered, leaving 8598 genes. The differential expression analysis was conducted independently for the two experiments represented in the samples.

### qPCR

RNA was extracted from third-instar larval CNS or adult heads (5-7 days post-pupation) with RNeasy Plus Micro kit (Qiagen). RNA isolation was followed with DNase digestion with Turbo DNA-free (Ambion). For the first strand synthesis Super Script II RT was used (Invitrogen). Taqman Fast Universal PCR solution was mixed with TaqMan probe with an Applied Biosystems FAM dye. RPL32 was amplified as an internal control. Expression fold-changes are quantified by ddCT method. Data represent three biological and three technical replicates.

### Electron microscopy

Electron microscopy experiments were performed as previously described (Harris et al., 2015). For high-frequency stimulation experiments, larval fillet preparations were fixed immediately (1–5 s) following stimulation. Data are acquired from at least two animals.

### Statistical analysis of physiology and morphology data

Average values are presented as mean ± standard error of mean. All statistical tests are indicated in the figure legends, referring to individual panels within the figure. For multiple comparisons, we used one-way ANOVA, followed by Dunnett’s or Tukey multiple comparisons. To test the difference between two groups, we used unpaired two-tailed Student’s t-test. Pearson correlation coefficients were calculated following a linear-fit of the X-Y (quantal size vs. quantal content) data, although supra-linear best-fits are sometimes displayed, purely for the purpose of display.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE153225. Analysis code is available via Github https://github.com/joonan30/Genc2020_RNAseq (copy archived at https://github.com/elifesciences-publications/Genc2020_RNAseq). The following dataset was generated: GençOAnJ-YFetterRDKulikYZuninoGSandersSJDavisGW2020Transcriptomics analysis of heterozygous mutant and wild-type flies for presynaptic homeostatic plasticityNCBI Gene Expression OmnibusGSE153225

## Additional files

Supplementary file 1. Supplementary Tables 1-7 are presented. Each table is referred to independently in the text.

Transparent reporting form

# Supplementary material for: Homeostatic plasticity fails at the intersection of autism-gene mutations and a novel class of common genetic modifiers
**Source:** eLife. 2020 Jul 1;9:e55775. doi: 10.7554/eLife.55775
**Supplement:** Supplementary file 1. — Each table is referred to independently in the text.

**Table S1 (referring to Figure 1)**

Human ASD genes, associated disorders and links to Web-based documentation.

| **Gene name** | **Associated disorders** | **SFARI link** |
| --- | --- | --- |
| RIMS1* | ASD | [https://gene.sfari.org/database/human-gene/RIMS1](https://gene.sfari.org/database/human-gene/RIMS1" \t "_blank) |
| WDFY3 | ADHD, ASD, DD/NDD, EPS | [https://gene.sfari.org/database/human-gene/WDFY3](https://gene.sfari.org/database/human-gene/WDFY3" \t "_blank) |
| CHD2 | ASD, ID, EPS, ADHD, EP, DD/NDD | [https://gene.sfari.org/database/human-gene/CHD2](https://gene.sfari.org/database/human-gene/CHD2" \t "_blank) |
| CHD8 | ASD, ID, DD/NDD, EPS | [https://gene.sfari.org/database/human-gene/CHD8](https://gene.sfari.org/database/human-gene/CHD8" \t "_blank) |
| ASH1L | ASD, ID, DD/NDD, EPS | [https://gene.sfari.org/database/human-gene/ASH1L](https://gene.sfari.org/database/human-gene/ASH1L" \t "_blank) |

*Mutations in RIMS1 have been identified as the cause of cone-rod dystrophy type 7 (CORD7) [OMIM:603649]

**Abbreviations: **ASD**: Autism Spectrum Disorders. **ADHD**: Attention Deficit with Hyperactivity Disorder. **ID**: Intellectual Disability. **EPS**: Extrapyramidal Symptoms. **DD/NDD**: Developmental Delay/Neurodevelopmental Disorder. **EP**: Epilepsy.

**Table S2 (referring to Figure 2)**

Average values obtained during rapid-throughput forward genetic screen.

*Every deficiency is recorded in the presence of the heterozygous *rim*^103^ allele.

**Deficiencies are identified by the stock number according to Bloomington Drosophila Stock Center.

***All genotypes were rebalanced to *Tm6B/Tb* balancer prior to performing the screen.

**Table S3 (referring to Figure 2)**

Values inclusive of additional validation for hits obtained in the forward genetic screen.

| **Hits from the screen** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **deficiency ID** | **mEPSP (mean ± sem)** | | **quantal content (mean ± sem)** | | **n** |
| 7562 | 0.42 | ±0.01 | 30.54 | ±1.64 | 22 |
| 7578 | 0.47 | ±0.02 | 32.36 | ±2.52 | 16 |
| 7596 | 0.34 | ±0.04 | 35.70 | ±6.79 | 12 |
| 7657 | 0.45 | ±0.02 | 37.78 | ±3.09 | 11 |
| 7921 | 0.34 | ±0.02 | 36.67 | ±3.26 | 10 |
| 7963 | 0.35 | ±0.01 | 32.01 | ±2.44 | 8 |
| 7990 | 0.38 | ±0.06 | 33.10 | ±3.73 | 4 |
| 7992 | 0.41 | ±0.02 | 28.17 | ±2.41 | 13 |
| 7997 | 0.39 | ±0.02 | 27.63 | ±4.12 | 6 |
| 8097 | 0.40 | ±0.04 | 26.16 | ±8.67 | 3 |
| 8963 | 0.43 | ±0.03 | 31.12 | ±3.44 | 6 |
| 9214 | 0.44 | ±0.03 | 35.41 | ±3.83 | 6 |
| 9499 | 0.44 | ±0.03 | 27.45 | ±2.47 | 12 |
| 9697 | 0.32 | ±0.01 | 25.12 | ±4.12 | 7 |
| 24342 | 0.45 | ±0.03 | 26.05 | ±2.02 | 7 |
| 24410 | 0.34 | ±0.01 | 41.14 | ±4.43 | 13 |
| 24909 | 0.43 | ±0.02 | 34.99 | ±5.36 | 4 |
| 24953 | 0.40 | ±0.02 | 28.67 | ±2.32 | 7 |
| 25389 | 0.46 | ±0.02 | 24.39 | ±2.69 | 7 |

*Every deficiency is recorded in the presence of a heterozygous *rim*^103^ allele.

**Deficiencies are identified by the stock number according to Bloomington Drosophila Stock Center.

***All genotypes are rebalanced to *Tm6B/Tb* balancer prior to the screen.

**Table S4 (referring to Figure 2).**

Genotypic information for hits selected in the forward genetic screen.

| **deficiency ID** | **Original stock** | **Chromosomal location** | **Break points** |
| --- | --- | --- | --- |
| 7562 | w1118; Df(3L)Exel6083, P{XP-U}Exel6083/TM6B, Tb1 | 3L:104350;3L:180193 (Df) | 61A6;61B2 (Df) |
| 7578 | w1118; Df(3L)Exel6099, P{XP-U}Exel6099/TM6B, Tb1 | 3L:3925483;3L:4073993 (Df) | 63F7;64A5 (Df) |
| 7596 | w1118; Df(3L)Exel6117, P{XP-U}Exel6117/TM6B, Tb1 | 3L:12627834;3L:12789933 (Df) | 69D1;69E2 (Df) |
| 7657 | w1118; Df(3R)Exel6178, P{XP-U}Exel6178/TM6B, Tb1 | 3R:18166427;3R:18397356 (Df) | 90F4;91A5 (Df) |
| 7921 | w1118; Df(3L)Exel9000/TM6B, Tb1 | 3L:4227243;3L:4284262 | 64A10;64A12 (Df) |
| 7963 | w1118; Df(3R)Exel8153/TM6B, Tb1 | 3R:11435909;3R:11569171 (Df) | 86E5;86E11 (Df) |
| 7990 | w1118; Df(3R)Exel9012/TM6B, Tb1 | 3R:23279758;3R:23346387 (Df) | 94E9;94E13 (Df) |
| 7992 | w1118; Df(3R)Exel9014/TM6B, Tb1 | 3R:23773121;3R:23943004 (Df) | 95B1;95D1 (Df) |
| 7997 | w1118; Df(3R)Exel7378/TM6B, Tb1 | 3R:30563224;3R:30794955 (Df) | 99F8;100A5 (Df) |
| 8097 | w1118; Df(3L)ED4502, P{3'.RS5+3.3'}ED4502/TM6C, cu1 Sb1 | 3L:13227765;3L:13993551 (Df) | 70A3;70C10 (Df) |
| 8963 | w1118; Df(3R)ED6103, P{3'.RS5+3.3'}ED6103/TM6C, cu1 Sb1 | 3R:22898553;3R:23258415 (Df) | 94D3;94E9 (Df) |
| 9214 | w1118; Df(3L)ED4536, P{3'.RS5+3.3'}ED4536/TM6C, cu1 Sb1 | 3L:14002761;3L:14205324 (Df) | 70C11;70D3 (Df) |
| 9499 | w1118; Df(3R)BSC139/TM6B, Tb+ | 3R:5264002;3R:5445840 (Df) | 82F8;83A3 (Df) |
| 9697 | w1118; Df(3L)BSC220/TM6C, Sb1 cu1 | 3L:18972562-18972825;3L:19171268 (Df) | 75F1;76A1 (Df) |
| 24342 | w1118; Df(3R)BSC316/TM6B, Tb+ | 3R:4387566-4387611;3R:4453290 (Df) | 82A5;82B2 (Df) |
| 24410 | w1118; Df(3L)BSC386/TM6C, Sb1 cu1 | 3L:3047163;3L:3169058 (Df) | 63A3;63B8 (Df) |
| 24909 | w1118; Df(3R)BSC321/TM6C, Sb1 cu1 | 3R:25637827;3R:25680519 (Df) | 96E6;96E9 (Df) |
| 24953 | w1118; Df(3L)BSC449/TM6C, Sb1 cu1 | 3L:20856915-20856988;3L:21202930 (Df) | 77F2;78C2 (Df) |
| 25389 | w1118; Df(3R)BSC566/TM6C, Sb1 | 3R:17755304;3R:18198213 (Df) | 90C2;90F6 (Df) |
| 27346 | w1118; Df(3L)BSC774/TM6C, Sb1 cu1 | 3L:15699903;3L:16240273-16240280 (Df) | 71F1;72D10 (Df) |

**Table S5 (referring to Figure 2)**

Genes uncovered within the deficiencies identified as hits in the forward genetic screen.

| **Deficiency ID** | **Genes uncovered by each deficiency hits** |
| --- | --- |
| 7562 | pdk1, CG6845, Dic61B, p130CAS, CG7049, Vdup1 |
| 7578 | CG10866, CG12766, CG10863, CG14982, CG10853, CG14983, CG14984, CG12605, wit, dib, cg1136, cg14985, foxl1, Mul1,cg11594, Gr64a, Gr64c, Gr64b, Gr64f, cg11593 |
| 7596 | MIRR, SmD1, Ptp69D, CG32112, CG32109, Klc, CG10973, Hip1, CG32106, CG10969, CG17166, Atg1 |
| 7657 | Cdm, CG12320, CG12321, CG14309, CG14312, CG14313, CG14314, CG15803, CG18598, CG18599, CG18600, CG44158, CG7126, CG7131, CG7142, CG7156, CG7168, CG7183, CG7208, CG7215, CG7675, CG7985, CG7988, CG8064, Cona, Dlc90F, eIF1A, gl hmw Mdh2, MED17, Moi, mTerf5, naz, Non3, Nup43, PKD, Prx5, Repo, Rpb4, Ssdp, Tgs1, Vha100-2, Vha100-4, Vps39 Vti1b, Wrd, WRNexo |
| 7921 | Ago, CG1265, CG1273, CG1309, CG11583, CG11586, CG14997, CG15011, Ctl1, Pav, srw, VhaM9.7-a |
| 7963 | CG14708, CG17230, DPR4, DPR5, PGRP-LB, SALS, CG10898, SEA,FABP |
| 7990 | ORB, CDC16, CG6763, CG17083, CG4434, PNT |
| 7992 | MBC, CG33111, CG34355, EIF4G2, PLI, tbrd-1, tfIIa-s, sba, ndc1, gdh, cg13601, cg43998, cg43999, cg31142, rpt2, cg13599, rps19b, cg5854 |
| 7997 | TMOD, CG9702, RPT6R, CG9717, CG2246, CG31019, CG3102, PH4ALPHANE3, CG31016, CG44954, CG2267, CG31013, PH4alphaPV, SPN100A, CG12069, PKA-C2, CG31010, CG1340, CG11313, CG15543, NPC2G, NPC2H, ZFH1, WTS |
| 8097 | CAPS, CG17687, Nplp2, CG14111, SNCF, CG14107, ImpL1, CG14110, CG10171, Poc1, Sens, CG10222, Flr, CG32121, CG33263, CG14106, CG14105, CG10713, CG10154, CG10725, CG10140, CG14109, CG10732, CG10133, CG10738, CG10116, CG10089, Stv, Abp1, Tgi, Spt20, Vps36, Liprin-beta, CG10710, bru-3, CG43184, CG8757, CG8750, Tsp68C, Hml, CG8745, Dysc, CG13737, Rgl, CG8833, DCTN1-p150, CG32137, Meics, Nxf3, ssp2, Hsc70-1, CG17364 |
| 8963 | CenB1A, CG13827, CG13829, CG13833, CG13837, CG1383, CG17109, CG17110, CG17111, CG17119, CG17121, CG31365, CG31457, CG34375, CG4467, CG46310, CG6660, CG6688, CG6726, CG6733, CG6738, cnc, Cow, EloA, fzo, Gbp3, Gr94a, hh, Irk1, klg, lmd, Nha2, Or94a, Or94b, p53, Rad60, Rassf, sav, Tpl94D, Ublcp1, unk, VhaAC39-2, wda |
| 9214 | CG6833, Hsc70Cb, Ptip, CG8100, Saturn, btlD, nanSox21a, CG13484, Endos, Neurl4, Sox21b, CG6650, Fbp1, Nuf, upset, CG6661, Frl, Pex1 |
| 9499 | Mtd, CG31538, Tim17b1, CG11999, CG1161, Prosbeta7, Cerk, CG34277, CG31542, RpII18, Hd, CG14667, 7B2, Kkv, CG14668, CG1172, Or83a, CG2663, Orco, CG14669 |
| 9697 | Acp76A, CG11619, CG14075, CG14079, CG14082, CG18135, CG34256, CG3808, CG43407, CNPYb, fz2, Gem2, MESR6, Mkp3, Naxd, nkd, Sfxn2, SmydA-2, Spn75F, Ugt316A1 |
| 24342 | CG1074, CG14646, CG14647, CG14650, CG31522, CG31525, CG31528 CG32944, CG34112, CG9804, CG9853, CG9855, eIF3a, lost, srl, tub |
| 24410 | SK2, CG32485, CG1271, CG16753, CG32486, CHT7, PAN3, PROMININ-LIKE, CG45066, CG45067, CG11537, CG1291, CG12082, BTBVII, CG15812, ASCIZ, CG32280, CG32281 |
| 24909 | jigr1, Tnks, RASSF8, Lgr3, CG4730, CG5039, CG4743 |
| 24953 | Ac78C, AsnS, asRNA:CR45801, CG10512, CG10565, CG10581, CG10584, CG10587, CG10588, CG10589 CG11037, CG11458, CG12983, CG12984, CG32432, CG33054, CG33056, CG33284, CG33285, CG33286 CG33287, CG34261, CG42337, CG43072, CG43931, CG43938, chb, fng, ICA69, ko, park, Pdss2, Sems, Sfp77F, Sin, siz, skd |
| 25389 | TyrR, CG43102, CG7713, CG7379, CG17803, CG17806, CG17802, CG17801, CG7357, CG18012, Tinc, Rim, CG12347, CG43445, Cpo, DNaseII, CG7785, CG7794, Htl, CG14317, Sr, CG14316, CG14315, CG7218, Cbp20, Prx5, CG7215, wrd, Cdm, CG7208, Arp5, CG12321, MED17, CG14313, Ssdp |
| 27346 | CG42570, Comm, CG6244, CG13445, Few, CkIIalpha-i1, DCP2, Dbo, CG12713, CG18081, CG15715, CG32150, pHCl, sff, Pka-C3, GXIVsPLA2, Elgi, CG17032, l(3)72Ab, CG10516, Brm, CG17026, CG17029, CG17028, CG17027, Arl1, DNApol-delta, Arl1, DNApol-delta, mRpS31, mib1, Notum, CG42717, CG42716, CG42538, CG5895, Diap1, Mbs, CG33258, CG13075, Taspase1, CG5235, ClC-c, CG13074, ms(3)72Dt, CG5414, IntS9, CG43295, Zn72D, Taf4, CG12272, Pgm, SsRbeta, Trs20, elg1, CG5157, CG5151, CG32152, CG33796, CG33795, CG33687, CG33688, CG33689, CG33690, CG13073, l(3)72Dn, CG5027, PDCD-5, MED10, Hsc20, l(3)72Dp |

**Table S6 (referring to Figures 1 and 4)**

Average values for data presented in Figure 1 and Figure 4

| **Genotype** | **mEPSP**  **(-/+PhTx)** | **P-value** | **EPSP**  **(-/+PhTx)** | **P-Value** | **Quantal Content  (-/+PhTx)** | **P-value** | **n (-PhTx)** | **n (+ PhTx)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| w1118/+ | 0.77/0.40 | 4.07E-19 | 33.3 / 29.7 | 0.00275 | 44.1 / 77.1 | 4.38E-17 | 47 | 36 |
| 7562/+ | 0.76/0.41 | 2.21E-06 | 34.1 / 22.1 | 0.00114 | 44.8/ 57.5 | 0.09556 | 6 | 7 |
| 8963/+ | 0.81/0.37 | 4.26E-08 | 35.7 / 21.8 | 0.00000031 | 44.2 / 58.9 | 0.00064 | 8 | 10 |
| 7963/+ | 0.84/0.34 | 0.000000000136 | 28.8 / 23.4 | 0.31996 | 35.2/ 68.3 | 0.00301 | 8 | 8 |
| 24410/+ | 0.81/0.34 | 0.000000163 | 31.3 / 21.8 | 0.00434 | 39.5 / 65.3 | 0.00029 | 8 | 11 |
| 24953/+ | 0.80/0.41 | 4.71E-14 | 26.1/ 22.9 | 0.19476 | 33.2/ 56.1 | 0.000061 | 13 | 15 |
| CHD2/+ | 0.85/0.40 | 0.000104 | 28.7/ 25.6 | 0.27 | 36.2 / 64.3 | 0.00003 | 8 | 19 |
| CHD2/+;7562/+ | 0.69/0.37 | 0.000000102 | 30.7 / 14.2 | 0.000017 | 44.6/ 38.0 | 0.19615 | 4 | 10 |
| CHD2/+;8963/+ | 0.69/0.37 | 0.00015 | 26.8/ 17.4 | 0.00358 | 38.6 / 47.0 | 0.00919 | 7 | 11 |
| CHD2/+;24410/+ | 0.96/0.44 | 0.00001 | 31.9 / 19.1 | 0.0098 | 32.8/ 45.1 | 0.122 | 8 | 7 |
| CHD2/+;24953/+ | 0.93/0.48 | 0.00121 | 21.1 / 12.7 | 0.00282 | 23.9 / 26.3 | 0.56128 | 8 | 12 |
| CHD8/+ | 0.61/0.41 | 0.00461 | 29.9 / 25.8 | 0.09814 | 51.3 / 66.3 | 0.04464 | 7 | 8 |
| CHD8/+;7562/+ | 0.48/0.45 | 0.50201 | 23.8 / 21.6 | 0.3212 | 52.1 / 48.8 | 0.6747 | 8 | 10 |
| CHD8/+;8963/+ | 0.78/0.46 | 0.00061 | 29.9 / 20.9 | 0.00306 | 38.8 / 46.6 | 0.02838 | 9 | 17 |
| CHD8/+;7963/+ | 0.63/0.35 | 0.00000223 | 23.8 / 18.7 | 0.00843 | 41.1 / 53.7 | 0.06365 | 8 | 11 |
| CHD8/+;24410/+ | 0.65/0.33 | 0.00041 | 24.9 / 17.0 | 0.000087 | 39.0 / 44.4 | 0.21624 | 6 | 14 |
| CHD8/+;24953/+ | 0.60/0.41 | 0.00000157 | 21.5 / 16.6 | 0.01199 | 36.8 / 41.2 | 0.26813 | 16 | 16 |
| WDFY3/+ | 0.58/0.37 | 0.00103 | 29.7 / 24.9 | 0.29837 | 51.4/ 68.0 | 0.05123 | 8 | 7 |
| WDFY3/+;7562/+ | 0.67/0.32 | 0.00269 | 25.1 / 14.3 | 0.00314 | 40.4 / 44.6 | 0.51348 | 7 | 8 |
| WDFY3/+;8963/+ | 0.73/0.43 | 0.000000405 | 30.1 / 24.3 | 0.13024 | 33.3 / 54.2 | 0.00977 | 7 | 7 |
| WDFY3/+;7963/+ | 0.60/0.47 | 0.00126 | 27.5 / 27.6 | 0.982 | 45.9 / 59.3 | 0.0209 | 8 | 11 |
| WDFY3/+;24410/+ | 0.61/0.40 | 0.00138 | 24.1 / 19.7 | 0.09596 | 40.1 / 49.6 | 0.10056 | 8 | 8 |
| WDFY3/+;24953/+ | 0.64/0.38 | 0.0000106 | 22.9 / 10.9 | 0.00472 | 35.6 / 28.5 | 0.21712 | 8 | 9 |
| RIMS1/+ | 0.73/0.40 | 1.15E-11 | 27.5 / 25.1 | 0.02848 | 38.5 / 64.4 | 0.0000000051 | 20 | 30 |
| RIMS1/+,7562/+ | 0.67/0.40 | 0.00092 | 18.6 / 12.6 | 0.00521 | 27.9 / 31.3 | 0.16438 | 7 | 18 |
| RIMS1/+,8963/+ | 0.73/0.43 | 0.01022 | 16.0 / 13.3 | 0.26477 | 22.6 / 31.1 | 0.05777 | 6 | 9 |
| RIMS1/+,7963/+ | 0.60/0.35 | 0.00782 | 25.9 / 11.4 | 0.00105 | 43.1 / 32.0 | 0.00384 | 4 | 8 |
| RIMS1/+,24410/+ | 0.63/0.34 | 0.000000254 | 20.6 / 13.3 | 0.00619 | 33.1 / 41.1 | 0.3635 | 7 | 13 |
| RIMS1/+,24953/+ | 0.61/0.40 | 0.0000232 | 19.4 / 12.3 | 0.0025 | 31.8 / 28.5 | 0.32924 | 6 | 7 |

| **Genotype** | **mEPSP**  **(-/+PhTx)** | **P-value %change**  **(-/+ PhTx)** | **Quantal Content (-/+PhTx)** | **P-value**  **%change**  **(-/+ PhTx)** | **n**  **(-PhTx)** | **n**  **(+ PhTx)** |
| --- | --- | --- | --- | --- | --- | --- |
| PPP2R5D/+;  w1118/+ | 0.92 / 0.52 | 1.325E-11 | 33.02 / 57.02 | 1.38E-06 | 8 | 16 |
| PPP2R5D/+;  RIMS1/+ | 0.74 / 0.41 | 1.1E-07 | 30.55 / 36.59 | 0.026 | 20 | 25 |
| PPP2R5D/+;  CHD8/+ | 0.65 / 0.35 | 1.94E-08 | 42.26 / 44.56 | 0.675 | 11 | 14 |
| PPP2R5D/+;  CHD2/+ | 0.85 / 0.44 | 0.056 | 44.37 / 52.74 | 0.202 | 4 | 7 |
| PPP2R5D/+;  WDFY3/+ | 0.75 / 0.47 | 4.23E-07 | 39.17 / 35.78 | 0.589 | 4 | 10 |
| PPP2R5D/+;  ASH1L/+ | 0.67 / 0.43 | 0.001 | 35.94 / 53.07 | 0.001 | 6 | 12 |
| PDPK1/+;  w1118/+ | 0.70 / 0.43 | 6.13E-07 | 37.84 / 66.34 | 0.0009 | 4 | 8 |
| PDPK1/+;  RIMS1/+ | 0.78 / 0.42 | 0.0003 | 36.80 / 33.15 | 0.442 | 10 | 25 |
| PDPK1/+;  CHD8/+ | 0.71 / 0.43 | 0.0901 | 35.58 / 47.38 | 0.055 | 6 | 8 |
| PDPK1/+;  CHD2/+ | 0.73 / 0.45 | 2.9E-07 | 42.25 / 48.55 | 0.059 | 4 | 8 |
| PDPK1/+;  WDFY3/+ | 0.75 / 0.47 | 0.0003 | 38.96 / 42.25 | 0.0018 | 11 | 18 |
| PDPK1/+;  ASH1L/+ | 0.88 / 0.54 | 0.0004 | 28.05 / 45.03 | 0.277 | 12 | 9 |

**Table S7 (referring to Figure 5)**

Average values for the data presented in Figure 5

*See legend, Figure 5, for details regarding the statistical tests used to generate stated P-value

How the deposited data were processed for this re-analysis (not part of the article)

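RNA of adult heads was sequenced in 6 conditions: wild type, ASH1L/+, WDFY3/+, CHD2/+ and CHD8/+ with 4 libraries each, and CHD8/+; PPP2R5D/+ with 3. The reads came from the 3' end of transcripts. The authors assigned them to transcripts of BDGP6 with Salmon 0.12.0, collated them per gene and list DESeq2 among their tools. The signal values that the authors deposited are normalized counts, that is, estimated counts divided by a factor per library and a further factor per gene and library. They are not whole numbers, and whole reads could not be recovered from them, so count models were not used. The 5 tables of the single heterozygotes and wild type share one scale. The table of the double heterozygote was scaled apart from them. Gene symbols were matched by identifier for 17253 genes of the first and 12526 of the second. All columns of values per sample were used.

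The plan, written before the data were examined, held a test for raw counts and a test for normalized values, and the second was used. The values were transformed to log2 after adding 1. Genes with at least 10 in at least 4 of the 20 libraries were kept, 9588 in all. A model with 1 mean per genotype was fitted over the 20 libraries with limma 3.58.1 in R 4.3.3, with a trend of variance on level. Each mutant was compared with wild type, with Benjamini-Hochberg adjustment within each comparison. A gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The fit was tested on simulated data in which 200 genes were changed, and it called 2 to 7 unchanged genes per comparison.

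Samples carry replicate numbers 1 to 4 in each genotype. The first principal component held 32.8% of the variance, and replicate number explained 81.3% of it against 9.8% for genotype. Whether the numbers pair the libraries was decided from the correlation of the deviations from the group means, which had to exceed 0.1 for every same-numbered pair with wild type. The correlations were 0.78, 0.34, 0.49 and 0.64 for ASH1L/+, 0.74, 0.32, 0.44 and 0.56 for WDFY3/+, and 0.73, 0.25, 0.28 and 0.21 for CHD8/+, which counted as paired, and CHD2/+ did not. The paper's model has a batch term, and its text does not give the batch of each library.

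Gene lists were tested with camera, at a preset correlation of 0.01 and with an estimated correlation, and with fry. Lists with at least 5 tested members entered, 23 in all. Gene names follow a rule fixed beforehand: the mutated genes, the genes the study names with its RNAseq or qPCR, in each comparison up to 10 called genes with the largest rise and up to 10 with the largest fall whose mutant libraries all lie outside the wild type range, genes called in the same direction in 3 or 4 mutants, and up to 4 members of each fixed list with the smallest p. Genes that differ between 2 mutants are named because they passed that test, outside this rule. The text names part of the genes that the rule allows. The genes of Table S5 were tested with the two-sided Wilcoxon signed-rank test that the paper names. For the double heterozygote, log2 ratios to RpL32 were compared without a test.

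The estimated depth was 2.81 to 9.78 M reads per library. In the fit without replicate number, the spread between replicates gives a median standard error of 0.436 for a log2 fold change. The alternatives were other normalizations (TMM, quantile), other filters and values added before the log, a fit of 2 groups only, a fit without the trend, replicate number as a block, other thresholds, other reference transcripts and leaving out each library. The PPP2R5D/+ libraries, the motoneuron data and the qPCR values of the study are not analysed here.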

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

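The tests of stock variants at single loci, of tissue other than neurons and glia, of uneven amounts of head wall tissue and of the level of RpL32 were chosen after the results were seen.

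Of 100 simulations of unchanged groups that shared a simulated wild type group, 0 reached the 6 genes called in the same direction in 3 or 4 mutants. All simulated libraries were drawn independently, without the replicate effect that the genotypes share. They therefore cannot decide on a trait of the wild type libraries used here. With the real wild type libraries split between the mutants the count was 3.56 on average. Variants of the wild type stock at single loci and reads shared between neighbouring genes cannot be told apart. The 6 genes lie at 5 loci, and 2 loci have another called gene within 10 kb (permutation p = 0.0012, with loci taken as independent). At 0 of these loci is such a neighbour free of shared reads: CR43105 and CR43186 lie beside each other and beside another pseudogene, and CG11425 moves the other way from its paralog CG11426. Cyp6a17, CG4757 and Swip-1 had no called neighbour. A shared effect of the 4 mutations stays open and was not tested apart from the stocks.

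The cuticle markers (median log2 change 1.83) and the muscle markers (median 0.54) stood higher in CHD8/+ with camera at a preset correlation, signals in genes that the paper does not discuss. Neither call held with an estimated correlation (adjusted p = 0.12 for both) or with fry for a change in 1 direction (adjusted p = 0.15 for both). One library is not the source of the higher cuticle markers, since their median was at least 1.68 with any of the 8 libraries left out. The muscle median ran from 0.48 to 0.98, the highest without CHD8/+ replicate 1. More tissue other than neurons and glia in general stays open: fat body, haemocyte and gut markers had a median change of 0.36 and a mean of 0.48 ± 1.04 (SD), against a mean of 1.03 ± 0.95 (SD) for cuticle and muscle and 0.60 for muscle alone (permutation p = 0.022, across genes, which are not independent), so the sets lie apart by less than their spread. Uneven amounts of head wall tissue and an effect of the CHD8 mutation on cuticle and muscle genes cannot be told apart. CHD8/+ replicates 2, 3 and 4 and CHD2/+ replicate 2 are the 4 highest libraries in both sets of markers, which either would give in CHD8/+, and within genotypes in the 16 libraries outside CHD8/+ the rank correlation of the marker levels was 0.15 (permutation p = 0.61). CHD8/+ replicate 1, at 5.01 for cuticle and 8.82 for muscle, and CHD2/+ replicate 2 do not follow the genotype.

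CREG relative to RpL32 was not higher in the double heterozygote than in CHD8/+. The level of RpL32 itself may account for this, since CREG was higher with 3 of the other 4 references, which are not independent of the scale of the double heterozygote's table. Genotype, table and annotation cannot be told apart here, and an effect of the second mutation on CREG stays open.

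Of 80 groups of 4 libraries, 3 had a library set apart from the other 3, where chance gives about 1 in 20 groups, or 4.0. Ect3 had 76.0 normalized counts in CHD2/+ replicate 4. CHD2/+ replicate 2 stood apart at a mean of 7.21 for the cuticle markers. The same library stood apart at 10.05 for the muscle markers.

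Differences between mutants passed limma's test of the difference with Benjamini-Hochberg adjustment for 17 comparisons of a gene. ASH1L/+ was higher than WDFY3/+ for CG4757 (log2 2.10, adjusted p = 0.047), CR43105 (6.58, adjusted p = 7.3e-05) and CR43186 (4.51, adjusted p = 0.023). ASH1L/+ differed from CHD8/+ for CG13056 (-5.52, adjusted p = 0.034) and Srg3 (5.63, adjusted p = 0.028). WDFY3/+ was lower than CHD2/+ for Swip-1 (-1.96, adjusted p = 0.020), CG31687 (-3.15, adjusted p = 0.026), NimC1 (-3.33, adjusted p = 0.026), CR43105 (-6.56, adjusted p = 7.6e-05) and CR43186 (-4.35, adjusted p = 0.020). It was higher than CHD2/+ for asRNA:CR43767 (4.33, adjusted p = 0.036) and lncRNA:CR44645 (2.51, adjusted p = 0.020). WDFY3/+ was lower than CHD8/+ for CG4757 (-2.05, adjusted p = 0.049), NimC1 (-3.85, adjusted p = 0.011), CR43105 (-6.70, adjusted p = 5.4e-05) and CR43186 (-4.06, adjusted p = 0.049). CHD2/+ was higher than CHD8/+ for CG31687 (3.39, adjusted p = 0.050).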

How the results depend on the processing

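Protein coding and ncRNA genes alone, leaving out a replicate number in every genotype, the marker covariate and CHD8/+ replicate 1 alone were chosen after seeing the data. Where a value below departs from the reported one, the cause was not tested, apart from settings with fewer libraries or genes. Of 365 values for the main results, 270 kept their direction and side of the threshold or stayed within the spread or 1.5 times the count. For single genes 1101 values kept theirs, 209 lost a call and 11 gained one. Replicate number as a block, a fit without the trend and a fit of the compared groups only leave the fold changes as they are. The Table S5 medians could not move under these settings, while calls could. Without replicate number in the fit, 2-fold changes were mostly missed in simulated data. The spread used there holds differences between replicate numbers, which explained 81.3% of the first principal component.

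With replicate number as a block, the calls were 20 in ASH1L/+, 24 in WDFY3/+, 71 in CHD8/+ and 21 in 3 or 4 mutants. CREG in CHD8/+ had a log2 change of 1.44 and passed at an adjusted p = 0.043. In CHD2/+ the correlations were 0.33, 0.07, 0.28 and 0.46, so replicate 2 missed the 0.1 required of every pair. That library correlated best with wild type replicate 1. The block gave 116 calls in CHD2/+. With the block camera's list calls went from 16 to 17, with 0 at an estimated correlation and 5 from fry for a change in 1 direction. Of the Table S5 genes 1, 0, 4 and 2 were called with the block in ASH1L/+, WDFY3/+, CHD2/+ and CHD8/+, and pairs of mutants differed in 9 to 34 genes, against 0 to 7 without it. CHD8/+ replicates 3 and 4 correlated best with wild type replicates 4 and 3.

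At an adjusted p under 0.1 the calls were 14 in ASH1L/+, 11 in WDFY3/+, 33 in CHD2/+ and 11 in 3 or 4 mutants. With only the 2 groups in the fit they were 4, 3, 6, 13 in CHD8/+ and 3 in 3 or 4 mutants. With no filter WDFY3/+ had 3 and CHD8/+ 17, and with quantile normalization WDFY3/+ had 8. With the marker covariate WDFY3/+ had 9 and CHD8/+ 6, and CHD8/+ replicate 1 alone, assumed to vary like the other groups, had 1. Lists past the test were 0 with camera's estimated correlation and 0 with fry for a change in 1 direction. Leaving out single libraries gave 6 to 10 calls in ASH1L/+, 2 to 5 in WDFY3/+, 7 to 18 in CHD2/+, 7 to 41 in CHD8/+ and 5 to 7 in 3 or 4 mutants. Without replicate 1, 2, 3 or 4 in every genotype the calls were 8, 5, 6 and 5 in ASH1L/+, 7, 3, 3 and 2 in WDFY3/+, 10, 3, 7 and 3 in CHD2/+, 15, 6, 11 and 5 in CHD8/+, and 6, 4, 4 and 3 in 3 or 4 mutants. CREG ranged over log2 0.22 to 0.89, 0.60 to 1.18, 0.44 to 0.90 and 1.19 to 1.65 without single libraries.

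The median of the Table S5 genes in ASH1L/+ was -0.033 with quantile normalization, 0.072 with the stricter filter of 50 and 0.077 among genes above the median level. In WDFY3/+ it was 0.025 with TMM, 0.025 with quantile normalization, 0.002 with 0.5 added before the log, 0.040 with the stricter filter, 0.101 above the median level and -0.044 with no filter. In CHD2/+ it was -0.062 with no filter. In CHD8/+ it was -0.065 with the stricter filter and -0.023 above the median level. Leaving out single libraries gave -0.049 to 0.040, -0.008 to 0.032, -0.102 to -0.022 and -0.126 to -0.031 in the 4 mutants. Without replicate 1 in every genotype the median was -0.007 in ASH1L/+ and 0.007 in WDFY3/+, without replicate 2 it was 0.016 in WDFY3/+, and without replicate 4 it was -0.111 in CHD2/+ and -0.031 in CHD8/+.

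In the double heterozygote the log2 difference of CREG from wild type was 3.06 relative to Act5C, 2.27 to alphaTub84B and 2.33 to all genes. That of Cyp6a23 was -1.8, -2.58 and -2.52, that of Pepck2 reversed to 1.36, 0.57 and 0.63 (-1.0 with Gapdh1), and that of Ect3 was 7.05 with Act5C. Leaving out libraries gave 0.86 to 1.45 for CREG, 4.58 to 5.65 for Ect3, -0.87 to -0.19 for Pepck2 and -4.15 to -2.84 for Cyp6a23 (-2.84 without replicate 2). The ratio to eEF1alpha1 was not run, since its gene model is not comparable between the tables. Single genes that reversed were ash1 in ASH1L/+ without mutant replicate 3 (-1.07 to 0.08 over the libraries), bchs in WDFY3/+ without mutant replicate 4 (-0.02) or wild type replicate 3 (-0.05, with a highest of 0.34), and kis in CHD8/+ without mutant replicate 4 (0.10), wild type replicate 1 (0.17, with a lowest of -0.71) or replicate 4 in every genotype (0.17). In WDFY3/+, CR43105 reversed without mutant replicate 2 (0.25, with a lowest of -0.79) or replicate 2 in every genotype (0.53), and CR43186 without the latter (0.09). Ect3 in CHD2/+ reversed without replicate 4 in every genotype (-0.15).

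Of all 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many calls in each comparison, the smallest share that these libraries allow. The real counts were 9, 5, 18 and 26 in ASH1L/+, WDFY3/+, CHD2/+ and CHD8/+, and the highest others 8, 0, 2 and 0. The 8 came from replicates 1 and 4 against 2 and 3. Among the 8 splits that part every pair, the highest other was 0.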

Differences from the paper's values

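The values in natural log units, and the comparison of CREG with CHD8/+ over the other references as a test of RpL32, were chosen after seeing the result. Before the data were examined, 18 alternatives were set for the Wilcoxon test, over the wider group of Table S5 rather than the paper's 37 genes. Among them replicate number as a block, a fit without the trend and a fit of the compared groups only leave the fold changes as they are. Those alternatives could not move the p. A p or a count was taken as close to the paper's within 1.5 times, and a log change within the larger SD of the ratios in wild type or the double heterozygote. For ASH1L/+ the paper's p is 0.096 and the value here is 0.536, and 0 alternatives gave a close value. For CHD2/+ the paper's p is 0.392 and the value here 0.0969, and the alternatives TMM (0.545) and without CHD2/+ replicate 3 (0.315) gave a close value, while the other 16 did not. For CHD8/+ the paper's p is 0.112 and the value here 0.00531, and leaving out CHD8/+ replicate 3 (0.079) or wild type replicate 1 (0.0942) gave a close value, while the other 16 did not.

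The paper's median of mapped reads per sample is 14.3 M, with quartiles of 8.0 and 20.6 M. The estimate from the deposited values over 23 libraries is 5.03 M, with quartiles of 3.81 and 6.14 M, and no alternative was set for it. The estimate covers reads assigned to genes.

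The paper's Fig. 7A prints counts of genes at an adjusted p of 0.05 and a 50% change, from DESeq2 with a batch term and for protein coding and lincRNA genes, whereas the counts here come from limma over all genes. For ASH1L/+ the paper has about 61 higher and about 32 lower in Fig. 7A, read by eye, and here 7 and 2. For WDFY3/+ the paper has about 68 higher and about 33 lower in Fig. 7A, read by eye, and here 4 and 1. For CHD2/+ the paper has about 230 higher and about 120 lower in Fig. 7A, read by eye, and here 15 and 3. For CHD8/+ the paper has about 110 higher and about 16 lower in Fig. 7A, read by eye, and here 23 and 3. Of 20 alternatives set before the data were examined, 0 gave a close value, except that replicate number as a block gave 12 lower in CHD8/+ against 16 in the paper. The counts with the block were 16 and 4 in ASH1L/+, 22 and 2 in WDFY3/+, 86 and 30 in CHD2/+ and 59 and 12 in CHD8/+.

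In the double heterozygote, the paper's log change of Ect3 is about 3.1 in Fig. 8A, read by eye, and the value relative to RpL32 here is 5.15. The figure gives RNAseq changes, for which the paper's methods name DESeq2, and not ratios to RpL32, so the measures are unlike. RpL32 itself averaged 2850 normalized counts in wild type and 8162 in the double heterozygote. The base of the paper's log is not stated in that figure. In natural log units the values here are 3.57 for Ect3 and -2.56 for Cyp6a23, both within the larger SD on that scale (1.1 and 1.04) of the paper's, so that these gaps depend on the base. On that scale Pepck2 (-0.38) still differs, and CREG, within the SD at 1.15 in log2 units, does not come within it (0.80 against about 1.7 in Fig. 8A, read by eye). The value for Ect3 rests on wild type libraries near 0 and has an SD of 1.58, so that 4.58 without wild type replicate 4 lies within 1 SD of about 3.1, and the other 10 alternatives, in log2 units, do not. For Pepck2 the paper has about 1.2 in Fig. 8A, read by eye, and here -0.55. The references Act5C (1.36), alphaTub84B (0.57) and the sum of all genes (0.63) gave values within the SD of 0.68, and the other 8 alternatives did not. For Cyp6a23 the paper has about -1.8 in Fig. 8A, read by eye, and here -3.70. Act5C (-1.8), alphaTub84B (-2.58), the sum of all genes (-2.52) and leaving out replicate 2 of the double heterozygote (-2.84) gave values within the larger SD, and the other 7 alternatives did not.

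The paper states that Nepl21 is lower in every mutant. Here, without replicate number as a block, it was called in CHD8/+ alone (log2 -2.06, adjusted p = 0.047 from limma), with -1.42, -1.69 and -0.99 in ASH1L/+, WDFY3/+ and CHD2/+. Every library of all 4 mutants lay below wild type, and Nepl21 was not called between any pair of mutants. CG11426, the other gene that the paper names there, was called in all 4. The paper states that CREG is up in CHD8/+. Here its log2 change of 1.44 had an adjusted p = 0.46 from limma, and it was called with replicate number as a block (adjusted p = 0.043). The paper states that CREG is raised further in the double heterozygote, and relative to RpL32 it was not above CHD8/+ here (-0.32), nor with Gapdh1 (-0.19), while it was with Act5C (1.79), alphaTub84B (1.47) and the sum of all genes (1.04). RpL32 and Gapdh1 were themselves higher in the double heterozygote, at 8162 and 4900 normalized counts against 2823 and 1923 in CHD8/+.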

Other observations

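The 79 tested cytochrome P450, GST and UGT genes of detoxification had a median log2 change of 0.20 in CHD8/+ (adjusted p = 0.0018 from limma's camera, adjusted p = 0.55 with an estimated correlation), with 2 called higher over all genes, and 4 higher and 1 lower adjusted over the list alone. The 2 are Cyp6a17 and Cyp12d1-d, which has a close paralog and may share reads with it. The lists and tests of this part were set before the data were examined, and the match of Tor and Trh to their genes was corrected afterwards. The 35 genes of heat shock and stress had a median of 0.33 (adjusted p = 0.0072 from camera, adjusted p = 0.17 with an estimated correlation), with 0 called. Hsp26, a small heat shock protein, had a log2 fold change of 1.84 (adjusted p = 0.42 from limma). CHD8/+ replicates 2, 3 and 4 also hold the high cuticle markers (7.41, 7.08 and 6.19).

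The 15 circadian clock genes had a median of -0.22 in CHD8/+ (adjusted p = 0.013 from camera, adjusted p = 0.12 with an estimated correlation), with 0 called and 0 adjusted over the list alone. Pdf, the neuropeptide of clock neurons, had 419 normalized counts in wild type and 243 in CHD8/+ (log2 -0.78, adjusted p = 0.94 from limma). The 11 genes of eye colour and other visible markers had a median of 0.52 (adjusted p = 0.013 from camera, adjusted p = 0.12 with an estimated correlation). With replicate number as a block these 2 lists and the cuticle markers had an adjusted p = 0.037 from fry for a change in 1 direction. With the block, camera with an estimated correlation gave each of them an adjusted p = 0.15. The libraries of CHD8/+ with high cuticle and muscle markers, replicates 2, 3 and 4, enter these medians too. The 23 genes named in the study had medians of -0.37 in CHD2/+ (adjusted p = 0.015 from camera, adjusted p = 0.77 with an estimated correlation) and -0.30 in CHD8/+ (adjusted p = 0.025, and adjusted p = 0.55 with an estimated correlation). CREG, Ect3, Pepck2, Cyp6a23, Nepl21 and CG11426 among them were chosen by the study on these samples, so their direction is not independent evidence. In CHD8/+ 1 of them was called higher and 2 lower, and 2 were higher and 2 lower adjusted over the list alone. In CHD2/+ 1 was called lower, and 1 adjusted over the list alone. In CHD8/+, kis, Chd1, ash1, bchs, Rim and Rbp fell furthest below the same-numbered wild type library in replicate 4. For ash1 the values there were 17.1 and 91.9 normalized counts. Akt, Tsc1 and Mad fell furthest in replicate 3. CHD8/+ replicate 4 lay at -12.3 on principal component 2, other replicate 4 libraries at 50.8 to 66.9. How far this library sets the CHD8/+ median was not tested.

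The fold changes of the 4 mutants had a mean correlation of 0.461 across genes, against 0.480 in simulated unchanged groups that share a simulated wild type group. Their mean covariance was 0.142 against 0.185 simulated, a difference of -0.043, and it was -0.0181 with the wild type libraries split between the mutants. Calls of a pair of mutants overlapped by 5.17 genes on average, against 1.75 in the simulations (highest 175), 0.014 for lists drawn independently and 2.94 with the wild type libraries split.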
